# RegenDbase: a comparative database of noncoding RNA regulation of tissue regeneration circuits across multiple taxa

**DOI:** 10.1038/s41536-018-0049-0

**Published:** 2018-05-29

**Authors:** Benjamin L. King, Michael C. Rosenstein, Ashley M. Smith, Christina A. Dykeman, Grace A. Smith, Viravuth P. Yin

## Abstract

Regeneration is an endogenous process of tissue repair that culminates in complete restoration of tissue and organ function. While regenerative capacity in mammals is limited to select tissues, lower vertebrates like zebrafish and salamanders are endowed with the capacity to regenerate entire limbs and most adult tissues, including heart muscle. Numerous profiling studies have been conducted using these research models in an effort to identify the genetic circuits that accompany tissue regeneration. Most of these studies, however, are confined to an individual injury model and/or research organism and focused primarily on protein encoding transcripts. Here we describe RegenDbase, a new database with the functionality to compare and contrast gene regulatory pathways within and across tissues and research models. RegenDbase combines pipelines that integrate analysis of noncoding RNAs in combination with protein encoding transcripts. We created RegenDbase with a newly generated comprehensive dataset for adult zebrafish heart regeneration combined with existing microarray and RNA-sequencing studies on multiple injured tissues. In this current release, we detail microRNA–mRNA regulatory circuits and the biological processes these interactions control during the early stages of heart regeneration. Moreover, we identify known and putative novel lncRNAs and identify their potential target genes based on proximity searches. We postulate that these candidate factors underscore robust regenerative capacity in lower vertebrates. RegenDbase provides a systems-level analysis of tissue regeneration genetic circuits across injury and animal models and addresses the growing need to understand how noncoding RNAs influence these changes in gene expression.

## Software: Online tool allows cross-species comparisons of regeneration

A new online resource allows researchers to probe the genomic circuitry that underpins tissue regeneration across a range of injury and animal models. A team led by Benjamin King from the University of Maine in Orono and Viravuth Yin from the MDI Biological Laboratory in Bar Harbor, Maine, USA, created a tool called RegenDbase, the Comparative Models of Regeneration Database. It incorporates gene expression datasets for protein-coding genes and regulatory RNA molecules from zebrafish, axolotl salamanders and mice. As a proof of principle, the researchers used RegenDbase to find RNAs common to heart regeneration in both neonatal mice and zebrafish using an extensive new zebrafish dataset. Twenty-eight new zebrafish regulatory RNA molecules were identified using those data. Future incorporation of datasets from other organisms and human tissues will enable broader cross-species comparisons of regenerative biology.

## Introduction

A limited capacity to repair and regenerate injured and damaged tissues underscores many degenerative and chronic diseases.^1–4^ Regenerative biology seeks to define endogenous and fundamental mechanisms that can be used to stimulate human regenerative capacity. For example, drastically improved outcomes would be realized if necrotic cardiac muscle tissue regenerated after acute myocardial infarction rather than forming scar tissue that reduces cardiac output. Unlike humans, many adult vertebrates, such as ray-finned fishes and urodeles, have the capacity to regenerate many injured tissues. The zebrafish, *Danio rerio*, can regenerate multiple adult tissues including cardiac,^5^ spinal cord,^6^ and fin appendages.^7^ Urodele models of limb regeneration include the axolotl (*Ambystoma mexicanum*)^8^ and newt (*Notophtalmus viridescens*).^9^ Studies of these individual models have advanced our understanding of regeneration genetic circuits and their regulation. Among these mechanisms are microRNAs (miRNAs), small noncoding RNAs that are essential regulators of development and adult tissue regeneration.^10–13^

Comparative studies of multiple models of complex tissue regeneration provide an opportunity to identify signaling pathways that are conserved or unique among models.^14^ Conducting these comparisons within a phylogenetic context also allows for analysis of ancestral and derived traits. These comparative studies pose challenges that existing databases have not resolved, including (1) compiling large profiling datasets on complex tissue regeneration; (2) facilitating comparisons of experiments within and across organisms; and (3) integrating noncoding RNAs as another level of regulatory control.

Current database resources used for analyzing gene expression are limited in terms of breadth of organisms, exclusion of noncoding RNAs, and a lack of focus on biological processes. The Limbform resource integrated 829 experiments to predict how temporal and spatial patterns of gene expression are associated with anatomical structures during appendage regeneration.^15^ While eight vertebrate species are represented in Limbform, zebrafish and mice are not among them. miRNAs, potent regulators of regeneration, are not represented in this resource. The Regeneration Gene Database (REGene) provides information about 948 genes gathered from the literature using Gene Ontology (GO) annotations and abstracts, but does not present large-scale gene expression datasets from regenerating tissues.^16^ Existing gene expression resources such as the Gene Expression Omnibus,^17^ Expression Atlas,^18^ or Genotype-Tissue Expression Project,^19^ while informative, do not specifically focus on regeneration or robustly support comparisons across datasets. Analyses of miRNA and mRNA expression data along with miRNA target predictions are well represented for 73 human datasets in miRGator.^20^ However, miRGator lacks the focus on tissue repair and regeneration. A database resource that aims to provide a systems-level analysis of tissue regeneration genetic circuits would ideally include these existing resources and provide complementary functionality pertinent to comparative studies of regeneration.

In this work, we describe a newly created Comparative Models of Regeneration Database (RegenDbase; https://regenDbase.org), which focuses on understanding the regulatory control of noncoding RNAs on evolutionarily conserved regeneration signaling pathways. Employing the unique functionality and web interface of RegenDbase, we studied newly generated zebrafish heart regeneration miRNA and mRNA expression datasets and made comparisons with similar data from neonatal mouse heart regeneration. RegenDbase was used to make predictions about stage-specific interactions between miRNAs and mRNAs during zebrafish heart regeneration. We extended our understanding of noncoding RNAs through the identification of long noncoding RNA (lncRNAs) and their putative target transcripts. We characterized a subset of six previously annotated and five novel, differentially expressed lncRNAs that were located antisense or adjacent to differentially expressed protein-coding genes. Finally, we compared early stages of zebrafish and neonatal mouse heart regeneration to identify orthologous genes that were commonly differentially expressed. The integrated functionality within RegenDbase has the potential to advance our understanding of tissue regeneration by accelerating the identification of candidate genes for functional studies through a cross-species comparative strategy.

## RESULTS

### Comparative Models of Regeneration Database

The Comparative Models of Regeneration Database (RegenDbase) is a resource designed to identify and compare signaling pathways that underlie tissue regeneration across research models (Fig. 1). RegenDbase is an integrated, multi-faceted platform consisting of data analysis pipelines, a relational database, database load software, and web interface software. Represented within RegenDbase are genes, transcripts, and miRNAs from Ensembl^21^ and miRBase^22^ for zebrafish, axolotl, and mouse. In order to integrate additional studies in the future, we also represent human and *C. elegans* genes, transcripts and miRNAs. GO^23^ functional annotations, pathway assignment from BioSystems,^24^ and homology relationships among genes from OrthoDB^25^ are also integrated together in the RegenDbase platform (Fig. 1a; Supplementary Fig. S1).

**Fig. 1:**
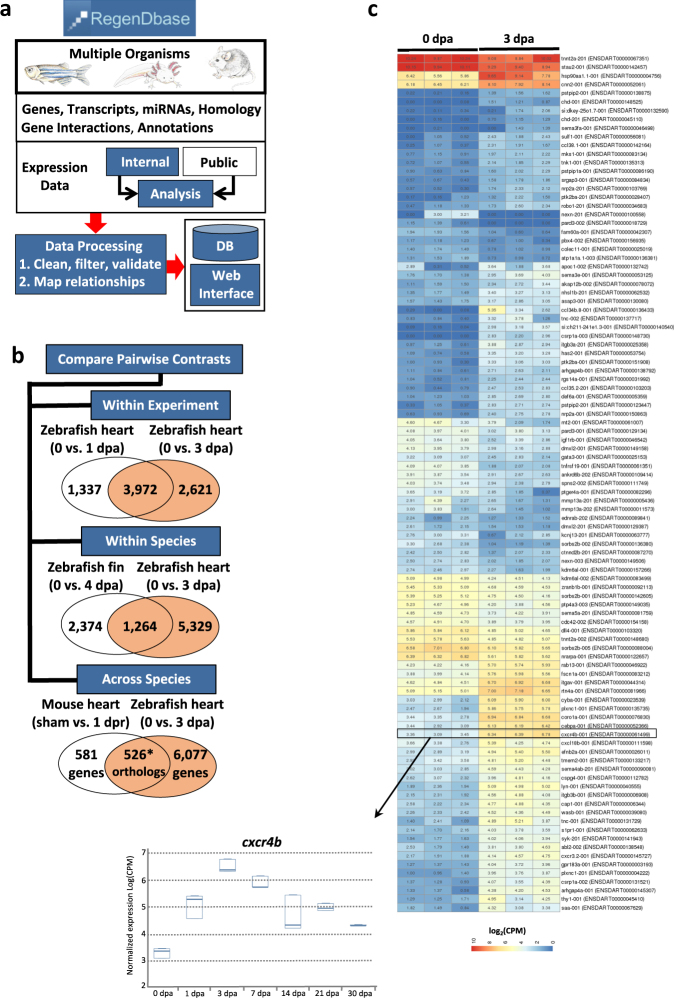
RegenDbase provides fundamental analyses of regeneration circuits within individual experiments and comparative analyses across experiments and species. **a** Organizational workflow for multi-layered data processing and analysis of published (public) and unpublished (internal) gene expression datasets. **b** Examples of how RegenDbase was used to compare: (i) genes common or unique to two pairwise contrasts of early stages of zebrafish heart regeneration (0 vs. 1 dpa and 0 vs. 3 dpa); (ii) genes common or unique to contrasts from early stages of zebrafish caudal fin regeneration (0 vs. 4 dpa) and zebrafish heart regeneration (0 vs. 3 dpa); (iii) comparative analyses of early zebrafish heart (0 vs. 3 dpa) and neonatal mouse heart (0 vs. 1 dpa) regeneration showing the number of orthologs commonly differentially expressed along with the number of zebrafish and mouse genes unique to each model. **c** Heatmap representing genes from precomputed pairwise contrasts from a subset of significantly up- and downregulated transcripts between uninjured and 3 days post-amputation (dpa) regenerating adult ventricles. The temporal expression profile for *cxcr4b*, an essential regeneration gene, is shown as a boxplot in the web interface

Integration of published and unpublished data derived from several disparate sources required defined rules to clean and validate data prior to mapping relationships. Gene and miRNA expression data, currently from zebrafish, axolotl, and mouse (Supplementary Table S1), were reanalyzed using consistent microarray or RNA-Seq analysis workflows to incorporate up-to-date gene annotation. Analysis results were represented as pairwise contrasts between pairs of sample groups and can be filtered by several different strategies including significance, direction of fold change, GO annotations, and BioSystems pathway membership.

A key feature of RegenDbase is the methodology to define the regulatory control of noncoding RNAs during regeneration. First, RegenDbase enables investigation of how miRNAs regulate differentially expressed genes in two ways. RegenDbase generates miRNA target predictions for human, mouse, zebrafish, and *C. elegans* using up-to-date Ensembl annotation of 3p UTR sequences. Using these miRNA target predictions, differentially expressed genes may be filtered by whether they are predicted targets of any miRNAs specified in a list (Fig. 1a). Alternatively, differentially expressed genes may be identified that are co-targeted by up to three miRNAs. Second, RegenDbase can identify differentially expressed lncRNAs and associated neighboring genes along the chromosome that represent putative lncRNA target genes. Differentially expressed genes may be filtered by proximity to identify gene pairs that are adjacent to one another within a window size up to 10 genes. These gene pairs may represent potential cases where an lncRNA could regulate a protein-coding gene^26^ or gene clusters.^27^

RegenDbase provides a unique approach for comparing gene and miRNA expression data. Filtered subsets of differentially expressed mRNAs or miRNAs from two pairwise contrasts may be compared to identify shared or unique genes (Fig. 1b, c). These comparisons may be applied within and across experiments and organisms. For instance, comparative analyses from a single experiment can be used to survey different stages of regeneration and identify candidate markers unique to a stage, or common across multiple stages. 

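The chemokine receptor gene cxcr4b (ENSDARG00000041959) had 6.62 ± 0.847 TPM in uninjured ventricles and 66.4 ± 8.51 TPM at 3 dpa (SD, n = 3). This is a log2 fold change of 3.14 on the log2(TPM + 1) scale (SE 0.24, limma, Benjamini-Hochberg adjusted p = 9.77e-09). All 3 libraries of 3 dpa lay above all 3 of 0 dpa. Among named genes of at least 5 TPM with no overlap between the libraries of the 2 stages, larger rises included fn1a, which encodes the matrix glycoprotein fibronectin, from 1.21 ± 0.501 to 133 ± 75.6 TPM (SD, n = 3), and rcn3, which encodes a calcium-binding protein of the endoplasmic reticulum, from 0.560 ± 0.223 to 76.4 ± 7.19 TPM. Their log2 fold changes were 5.81 and 5.64 (limma, Benjamini-Hochberg adjusted p = 4.02e-09 and 7.11e-12).

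**Figure D1:**
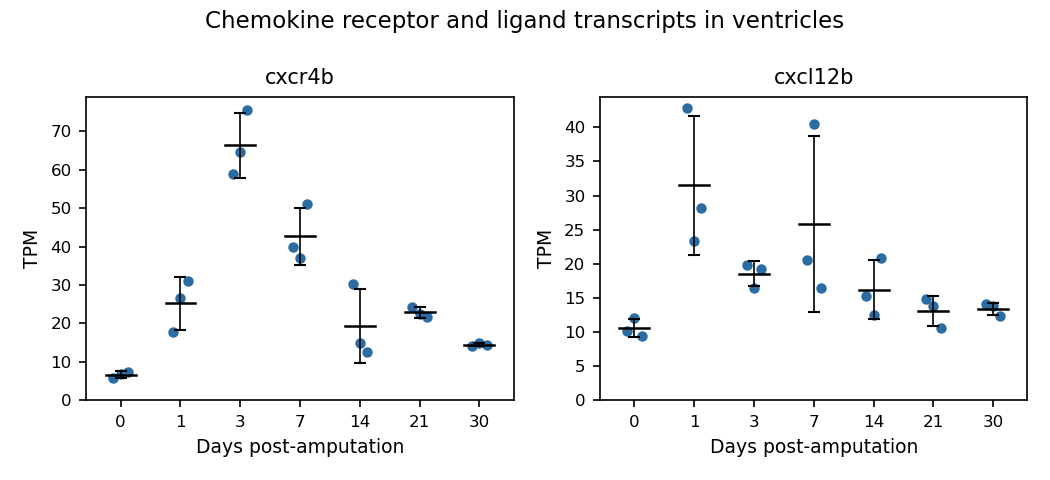
TPM of the chemokine receptor gene cxcr4b and the chemokine gene cxcl12b in each mRNA library by days post-amputation. Points are libraries, long bars are means of 3 and error bars are SD; the 3 libraries of 3 dpa are the highest for cxcr4b.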

By comparing uninjured and 3 days post-amputation (dpa) time points of heart regeneration, we can readily identify known regeneration genes, such as the chemokine (C-X-C motif) receptor 4b, *cxcr4b*,^28^ or novel candidate genes for functional studies (Fig. 1c). 

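At each of the other stages cxcr4b was above its uninjured level. It had 25.2 ± 6.85 TPM at 1 dpa, 42.6 ± 7.36 TPM at 7 dpa, 19.2 ± 9.64 TPM at 14 dpa, 22.8 ± 1.39 TPM at 21 dpa and 14.5 ± 0.352 TPM at 30 dpa (SD, n = 3). The log2 fold changes against 0 dpa were 1.75, 2.51, 1.31, 1.65 and 1.03, and the largest adjusted p was that of 30 dpa (limma, Benjamini-Hochberg adjusted p = 0.00320). In a direct test 3 dpa exceeded 1 dpa by a log2 fold change of 1.39 (limma, Benjamini-Hochberg adjusted p = 0.000509).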

RegenDbase has the functionality to rapidly display the expression changes for *cxcr4b* or any other gene across all stages of heart regeneration (Fig. 1c). Alternatively, intra-species comparisons may be performed to identify shared genes for regeneration following different injury models. For example, the zebrafish heart ventricular resection injury may be compared to the cryoinjury model. Alternatively, the expression of proliferative genes during blastema formation during regeneration of zebrafish caudal fins could be compared to early stages of zebrafish heart regeneration. Integration of homology data into RegenDbase permits searches of orthologous genes across regeneration datasets. This functionality allows for comparisons across species, such as comparing zebrafish and neonatal mouse heart regeneration (Fig. 1a).

### Integrating a new dataset for zebrafish heart regeneration

To better understand the transcriptional changes in gene expression during zebrafish heart regeneration, we profiled miRNA and mRNA expression across a time course of zebrafish heart regeneration, from 0, 1, 3, 7, 14, 21 to 30 dpa. These time points encompass the various cellular processes of heart regeneration that are coordinated to ensure synthesis of new heart tissue and restoration of tissue function.^29^ These stages include clotting and endocardial activation (1 dpa), epicardial activation and cardiomyocyte dedifferentiation and proliferation (3 dpa), peak cardiomyocyte proliferation (7 dpa), vascularization and muscle integration with the uninjured heart tissue (14 dpa), electrical coupling and clot dissolution (21 dpa), and functional recovery of tissue function (30 dpa). 

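Whole ventricles were collected from adult zebrafish at 7 stages. Those of 0 dpa were uninjured, and the others had lost about 20% of the ventricular apex 1 to 30 days earlier (1, 3, 7, 14, 21 or 30 dpa). Each of the 3 samples of a stage was a pool of 4–6 ventricles, so the spread between samples is that between pools. The paper gives the age of the fish as 9–12 months, and the labels of the samples give 6–9 months and a water temperature of 22 °C. RNA of such pools went into small RNA libraries, which read mature miRNAs, and into strand-specific libraries of polyadenylated RNA, which read mRNAs and many lncRNAs, with 21 libraries of each kind. The small RNA libraries were deposited as counts of reads for each mature arm of a miRNA gene, made by the authors with miRExpress 2.0 on the annotation of miRGeneDB 1.1. At 0 dpa the counts summed to 4048970, 4356160 and 6047720 reads per library in ascending order. They summed to 2470750 to 4478310 reads at 1 dpa (median 3607220), 3207620 to 4706570 at 3 dpa (median 4186390) and 1572890 to 4819250 at 7 dpa (median 2626450). At 14 dpa they summed to 2615470 to 3348560 (median 3201600), at 21 dpa to 2934120 to 6064260 (median 4467080) and at 30 dpa to 3680950 to 4436360 (median 3774790). Of 528 arms in the table, 348 had enough reads to be tested. 74 arms carried the same counts as an earlier arm in all 21 libraries, 38 of them among those tested. Such arms have the same mature sequence at more than one locus or share their reads, so their counts stand for the group of copies. The counts were scaled with edgeR's trimmed mean of M-values (factors 0.748 to 1.37) and tested with edgeR's quasi-likelihood F test. All 21 libraries entered one fit and each stage was compared with 0 dpa, with p values adjusted by the Benjamini-Hochberg method and a threshold of 0.05. In counts simulated from these libraries with 60 of 310 to 317 arms changed at 1 dpa, the test recovered 37.5% of arms changed 2-fold and 87.5% of those changed 4-fold, and 4.07% of its calls were false. Smaller changes were therefore often below what 3 libraries of this depth could detect. Fold changes are given on the log2 scale with their standard error (SE), and levels as scaled counts (CPM) ± SD over the 3 libraries.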

We compared the uninjured (0 dpa) samples to each of the subsequent stages and integrated these pairwise contrasts into RegenDbase using both noncoding and protein encoding transcripts.

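The mRNA libraries were deposited as one table of TPM values for 33737 Ensembl genes. The authors had trimmed the paired reads with Trimmomatic 0.32 and aligned them to the Ensembl 79 transcriptome with RSEM 1.2.25 and Bowtie 1.1.2. TPM values sum to the same total in every library and keep no record of sequencing depth, so no depth can be given for them. Between 13590 and 15815 genes per library reached 1 TPM, and the 20 most abundant genes took 32.4 to 47.6% of all TPM. The 17047 genes with at least 1 TPM in at least 3 libraries were tested on log2(TPM + 1) with limma's moderated test with a trend. All 21 libraries of the 7 stages entered one fit, with Benjamini-Hochberg adjustment. The pseudocount of 1 shrinks the fold changes of genes with low TPM. In values simulated for 200 changed genes at 1 dpa, 33.6% of those changed 1.5-fold, 78.7% of those changed 2-fold and 97.9% of those changed 4-fold were recovered, with 5.09% of calls false. The changed genes were drawn from those above 5 TPM at 0 dpa, and their folds were added on the log2(TPM + 1) scale. Recovery at lower TPM was not tested. The median gene lay above its 0 dpa level at each later stage, by 0.30 at 1 dpa, 0.33 at 3 dpa, 0.10 at 7 dpa, 0.07 at 14 dpa, 0.11 at 21 dpa and 0.23 at 30 dpa on the log2 scale. A fall of a few very abundant genes raises the TPM of all others. The 20 most abundant genes took 38.4 to 40.6% of TPM at 0 dpa, 35.0 to 39.1% at 1 dpa, 32.4 to 36.1% at 3 dpa and 34.7 to 38.9% at 30 dpa. Their share was thus lower at 3 dpa, and its range reached lower at 1 and 30 dpa, so such a fall may add to the shift there. They took 38.2 to 39.3% at 7 dpa and 39.2 to 41.7% at 14 dpa. At 21 dpa they took 43.3 to 47.6%, which argues against such a fall at that stage. TPM alone does not separate shifts of this kind from a general rise. Values after centring, which takes the median log2 level of its tested genes from each library, are therefore given beside the counts of gene lists and beside a part of the single genes. Centring took off 0.43, 0.48, 0.15, 0.07, 0.17 and 0.29 from 1 to 30 dpa, more than the median fold change, and left that at −0.14 at 1 dpa and −0.15 at 3 dpa. Gene symbols come from the paper's tables for 2143 of the IDs and from a reference table for 20138. 11456 IDs have no symbol, and symbols in capitals are human matches. Gene lists and the rule for naming genes were fixed before the data were examined.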

### Stage-specific miRNA expression profiles of zebrafish heart regeneration

miRNAs are critical regulators of gene expression during development and regeneration.^10,11,13,14,30,31^ However, a comprehensive atlas of miRNA expression throughout heart regeneration has not been previously reported. 

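Of 348 mature miRNA arms tested, 188 differed between the 7 stages in edgeR's quasi-likelihood test over all of them, and 176 passed the threshold in at least one comparison with 0 dpa. Mir-725_3p stood at 804 ± 1087 CPM at 1 dpa and 7.90 ± 1.15 CPM at 0 dpa (SD, n = 3). It rose by a log2 fold change of 6.66 (SE 1.32, edgeR's quasi-likelihood test, Benjamini-Hochberg adjusted p = 0.000971). Replicate 2 of 1 dpa held 2055 CPM of Mir-725_3p beside 267 and 90.3 CPM in the others. Without that library the log2 fold change was 4.51. Mir-29-P2b1_5p*, the passenger arm of a Mir-29 gene, fell by 2.82 at 3 dpa on the same scale (SE 0.43, edgeR's quasi-likelihood test, Benjamini-Hochberg adjusted p = 6.96e-05). Mir-203-P1_3p, a miRNA of skin and other epithelia, rose at 1 dpa by 7.58 (SE 1.31, edgeR's quasi-likelihood test, Benjamini-Hochberg adjusted p = 0.000435). Its level of 3303 ± 4759 CPM at 1 dpa (SD, n = 3) was carried by replicate 2, at 8793 CPM beside 779 and 339 CPM in the others. All 21 measured members of the list of epithelial miRNAs were higher at 1 dpa, and their share of the reads was 0.458, 5.99 and 0.249% in the 3 libraries of 1 dpa, 0.0696, 0.856 and 0.124% in those of 21 dpa and 0.0460 to 0.132% in the other 15.

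**Figure D2:**
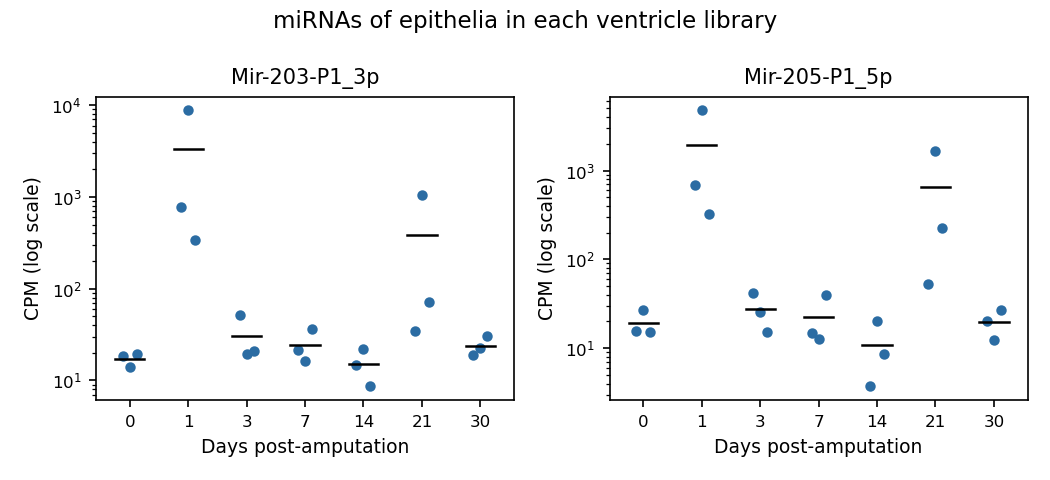
CPM of 2 epithelial miRNAs in each small RNA library, on a log axis, by days post-amputation. Points are libraries and lines are means of 3; replicate 2 stands highest of its stage at 1 dpa and at 21 dpa for both miRNAs.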

Our analyses of zebrafish heart regeneration identified a total of 103 mature miRNAs that were differentially expressed between 0 dpa and at least one stage during heart regeneration (Fig. 2a; Supplementary Table S2). A total of 38 (37%) miRNAs were differentially expressed at a single time point including 18 at 1 dpa, 12 at 3 dpa, 1 (Mir-199-P1_5p*) at 7 dpa, 6 at 21 dpa, and 1 (MiR-425_5p) at 30 dpa. 

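Of the miRNA arms called at any stage, 70 (39.8%) were called at a single one, 23 at 1 dpa, 24 at 3 dpa, 10 at 7 dpa, 3 at 14 dpa, 8 at 21 dpa and 2 at 30 dpa. Those of 7 dpa were mostly copies within the let-7 and Mir-199 families. With identical arms taken once 3 were called at 7 dpa only and 3 at 21 dpa only, and with RLE size factors 0 at 7 dpa only. The passenger arm Mir-199-P1_5p*, of a gene expressed in fibroblasts and smooth muscle, rose at 7 dpa to 2368 ± 290.3 CPM from 1194 ± 18.5 CPM (SD, n = 3, log2 fold change 0.99, edgeR's quasi-likelihood test, Benjamini-Hochberg adjusted p = 0.0205). Mir-425_5p rose at 30 dpa to 117 ± 14.0 CPM from 34.1 ± 9.36 CPM (SD, n = 3, log2 fold change 1.78, edgeR's quasi-likelihood test, Benjamini-Hochberg adjusted p = 0.00388). A call at one stage does not show that the change differs from that at another stage. In a direct test of 3 dpa against 1 dpa with edgeR's quasi-likelihood test, 37 arms differed, 8 higher and 29 lower at 3 dpa, and without the 2 libraries rich in epithelial miRNAs (replicate 2 of 1 and of 21 dpa) 21 differed. Without replicate 2 of 1 dpa alone 7 differed, other single libraries left out gave up to 59, and a fit of only these groups gave 8.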

Only Mir-135-P3a and Mir-146-P2, an miRNA upregulated in several cancers,^32^ were consistently upregulated across all time points. This general pattern of unique and common miRNAs suggests that there are stage-specific and overlapping regulatory networks.

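Mir-146-P2_5p, a miRNA induced in inflammation, was the only arm called in the same direction at all 6 stages, and no arm was lower at all of them. It stood at 2462 ± 511 CPM at 0 dpa and 68578 ± 11112 CPM at 3 dpa (SD, n = 3). Its log2 fold change was 3.72 at 1 dpa, 4.80 at 3 dpa (SE 0.45), 3.72 at 7 dpa, 2.91 at 14 dpa, 1.48 at 21 dpa and 1.55 at 30 dpa (adjusted p = 0.0288 at 30 dpa, edgeR's quasi-likelihood test, Benjamini-Hochberg). The call of Mir-146-P2_5p at 30 dpa was lost without replicate 2 of that stage (log2 fold change 0.94, edgeR's quasi-likelihood test, Benjamini-Hochberg adjusted p = 0.226) and without any one of the 0 dpa libraries. Mir-135-P3a_5p was close to the limit of detection in uninjured ventricles, at 0.0737 ± 0.128 CPM, and reached 11.6 ± 13.7 CPM at 14 dpa (SD, n = 3). It rose at 1, 3, 7, 14 and 21 dpa by 4.93, 5.59, 5.91, 6.69 and 4.20 on the log2 scale, and its value at 30 dpa was 4.19 (SE 1.23, edgeR's quasi-likelihood test, Benjamini-Hochberg adjusted p = 0.0839). Log2 fold changes of this size from so few reads depend on the prior count, which was edgeR's default of 0.125. Arms changed at all 6 stages numbered 4 with DESeq2 and 3 with edgeR's likelihood ratio test.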

**Fig. 2:**
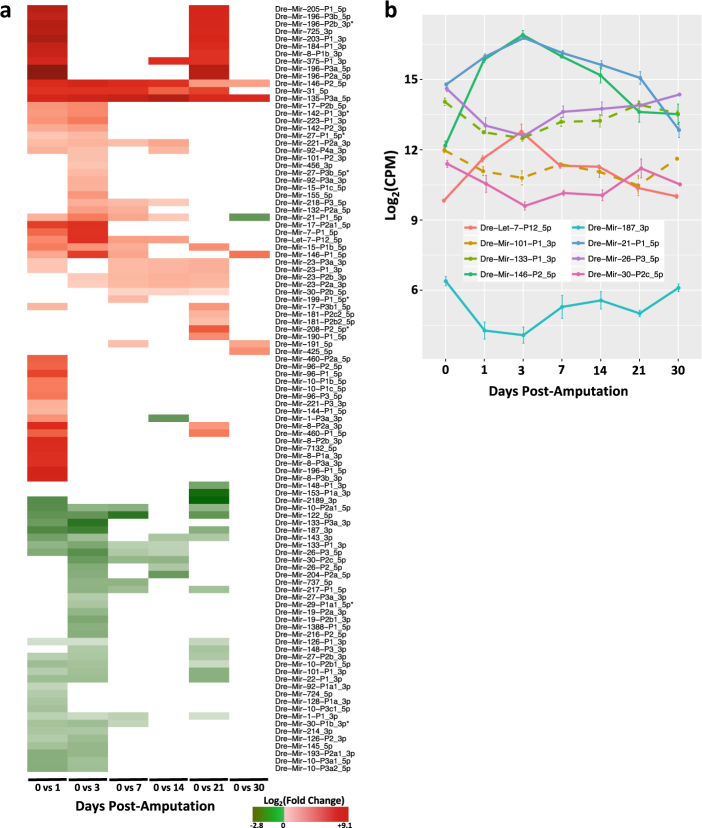
miRNAs are differentially regulated during zebrafish heart regeneration. **a** Heatmap of differentially expressed miRNAs for each pairwise comparison between uninjured (0 dpa) and subsequent time points. Mature miRNA nomenclature is from miRGeneDB. **b** Expression profile of miRNAs previously demonstrated to be required for zebrafish heart regeneration (Dre-Mir-133-P1_3p and Dre-Mir-101-P1_3p), miRNAs that were upregulated (Dre-Mir-21-P1_5p, Dre-Mir-146-P2_5p and Dre-Let-7-P12_5p), and miRNAs that were downregulated (Dre-Mir-26-P3_5p, Dre-Mir-30-P2c_5p, and Dre-Mir-187_3p) during early stages (1 and 3 dpa) of heart regeneration. Error bars indicate standard error of the mean

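Let-7-P12_5p, of the let-7 family, rose from 476 ± 31.4 CPM at 0 dpa to 3948 ± 1029 CPM at 3 dpa (SD, n = 3, log2 fold change 3.05, SE 0.23, edgeR's quasi-likelihood test, Benjamini-Hochberg adjusted p = 8.84e-09) and by 1.86 at 1 dpa. The damage-responsive Mir-21-P1_5p rose by 1.26 at 1 dpa and 2.08 at 3 dpa, and fell by 1.79 at 30 dpa (edgeR's quasi-likelihood test, Benjamini-Hochberg adjusted p = 0.00153). Of 31 tested arms of the let-7 family, 2 were higher and none lower at 1 dpa, and 2 were higher and 1 was lower at 3 dpa. When adjusted over the list alone, 1 was higher at each of these stages. Mir-26-P3_5p fell by 1.43 at 1 dpa and fell by 1.93 at 3 dpa (SE 0.29, edgeR's quasi-likelihood test, Benjamini-Hochberg adjusted p = 6.96e-05). All 5 tested arms of the Mir-26 family were lower at 3 dpa and 4 at 1 dpa, none was higher, and the whole family was lower than other miRNAs at 3 dpa (camera in limma, Benjamini-Hochberg adjusted p = 1.02e-05, adjusted p = 0.0746 with an estimated correlation). Adjusted over the list alone, 5 of them were lower. Mir-26-P1b_5p, Mir-26-P3_5p and Mir-26-P1a_5p stood at close levels at 0 dpa, 13468, 13090 and 11256 CPM. Their reads may be shared, so the counts and the set test may count the same reads more than once. Mir-187_3p fell at both early stages, with log2 fold changes of −2.04 at 1 dpa and −2.17 at 3 dpa. Mir-30-P2c_5p had a log2 fold change of −0.72 at 1 dpa (edgeR's quasi-likelihood test, Benjamini-Hochberg adjusted p = 0.134) and fell by 1.68 at 3 dpa (edgeR's quasi-likelihood test, Benjamini-Hochberg adjusted p = 0.00180). Of 10 arms of the Mir-30 family, 5 were lower and none was higher at 3 dpa, and 2 or 3 were lower with any one library of 3 or 0 dpa left out.

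**Figure D3:**
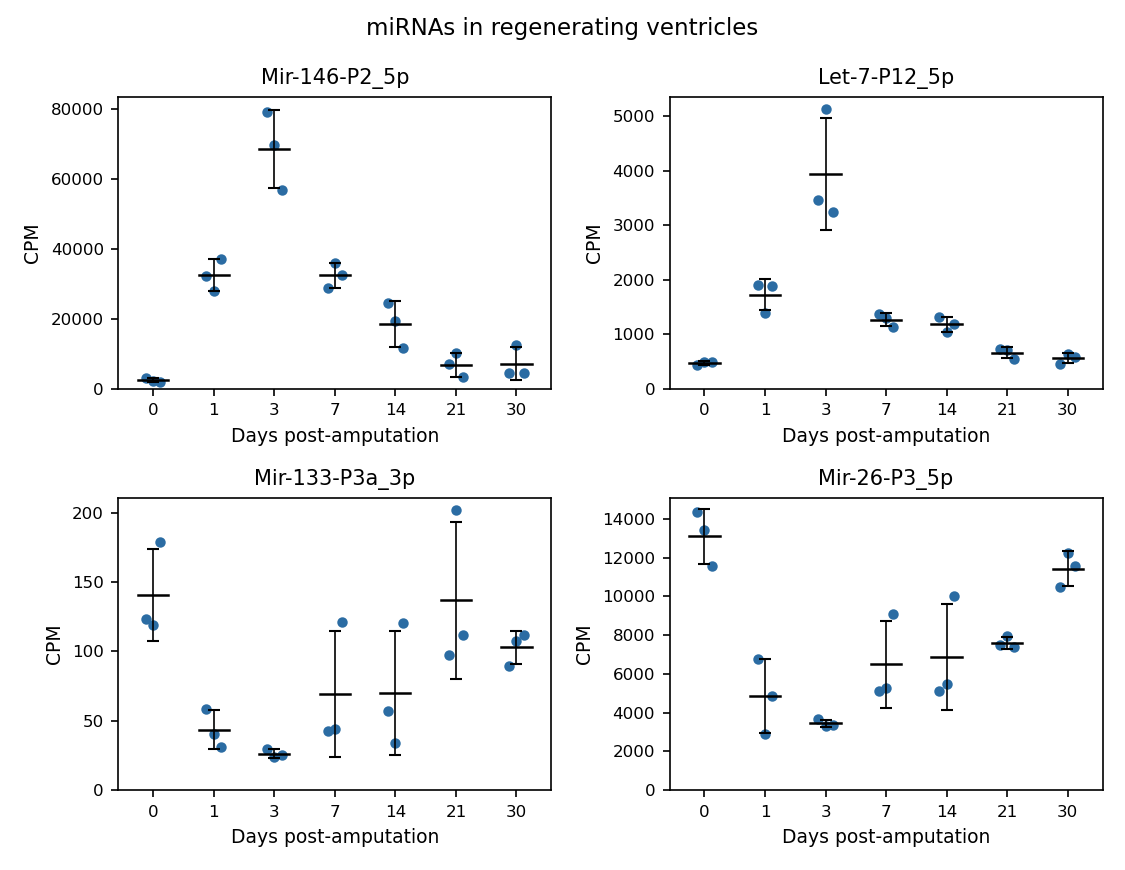
CPM of 4 mature miRNA arms in each small RNA library by days post-amputation. Points are libraries, long bars are means of 3 and error bars are SD; the upper 2 arms are highest at 3 dpa and the lower 2 are lower at 3 dpa than at 0 dpa.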

Previous regeneration studies from our group and others have shown that the magnitude and volume of gene expression changes are most robust at early time points following tissue injury.^10,11,14,33^ 

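Mature miRNAs of blood leukocytes stood among those that rose early after amputation. Of 10 arms listed for leukocytes, 8 were higher at 1 dpa and 9 at 3 dpa, and none was lower (at 3 dpa camera in limma, Benjamini-Hochberg adjusted p = 2.98e-07, adjusted p = 0.0746 with an estimated correlation). Adjusted over the list alone, 9 were higher and 1 was lower at 1 dpa, and 9 were higher and none was lower at 3 dpa. The Mir-10 family had 9 of 22 arms lower and 2 higher at 1 dpa (camera in limma, Benjamini-Hochberg adjusted p = 5.25e-05, adjusted p = 0.152 with an estimated correlation). Adjusted over the list alone, 9 of its arms were lower and 2 higher. Over all miRNAs, edgeR's quasi-likelihood test called 64 arms higher and 46 lower at 1 dpa, 57 and 54 at 3 dpa, 31 and 29 at 7 dpa, 19 and 21 at 14 dpa, 33 and 21 at 21 dpa, and 5 and 4 at 30 dpa. Scaled by library totals alone the counts were 88 and 25, 54 and 39, 51 and 9, 41 and 8, 49 and 7, and 5 and 3. The balance of rises and falls thus depends on the scaling. At an unadjusted p under 0.05 the totals were 149, 146, 104, 104, 103 and 45. The count at 30 dpa was 20 with DESeq2, and that at 14 dpa was 70. Fits of only the groups compared gave 73 at 1 dpa and 43 at 30 dpa, so the size of these counts, and of the gap between them, depends on the fit. Left out one at a time, single libraries moved the count at 7 dpa to between 23 and 45, and that at 21 dpa to between 18 and 50.

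**Figure D4:**
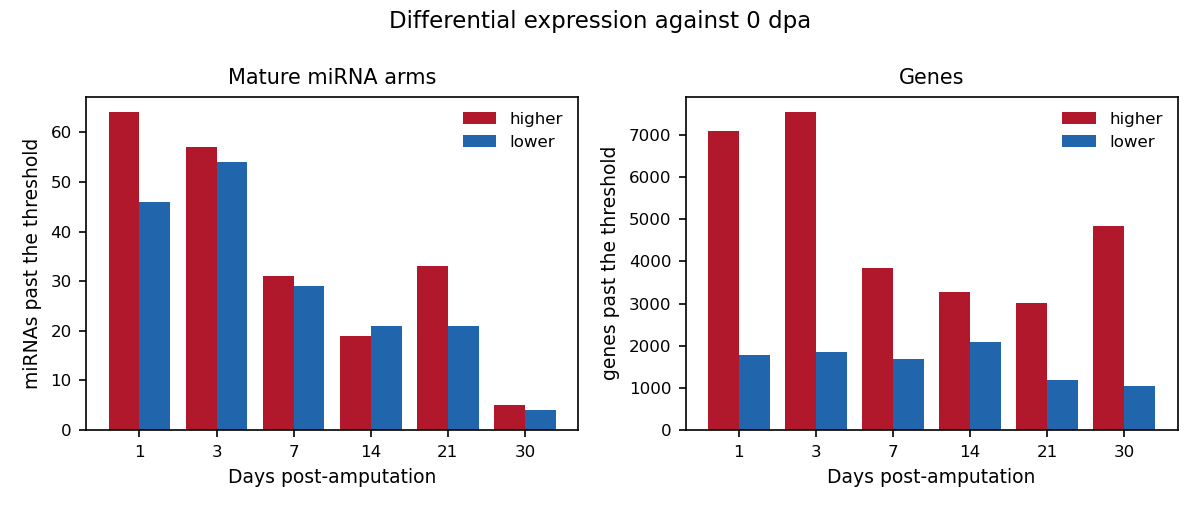
Numbers of mature miRNA arms and of genes called higher or lower than at 0 dpa, by days post-amputation. Bars start at 0; for miRNAs the largest totals are those of 3 dpa (111) and 1 dpa (110), and for genes that of 3 dpa (9372).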

Consistent with these observations, we noted that 1 and 3 dpa time points had more differentially expressed mature miRNAs compared to 0 dpa than later time points. Thirty-six miRNAs were commonly differentially expressed at both 1 and 3 dpa with 35 miRNAs unique to 1 dpa and 22 unique to 3 dpa. 

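The endothelial miRNA Mir-126, which is processed from an intron of a vascular gene, was lower at both early stages. Its arm Mir-126-P2_3p fell by 0.85 at 1 dpa and fell by 1.09 at 3 dpa on the log2 scale (edgeR's quasi-likelihood test, Benjamini-Hochberg adjusted p = 0.00955 and 0.00173), and 3 of the 4 tested Mir-126 arms were lower at each of these stages (adjusted over the list alone, 4 at 1 dpa and 4 at 3 dpa; at 1 dpa 0 to 3 with single libraries of 1 or 0 dpa left out). Mir-92-P4a_3p, a member of the Mir-17 to Mir-92 clusters that are associated with proliferation, rose at both, from 9.25 ± 1.13 CPM to 22.6 ± 4.54 CPM at 1 dpa and 19.4 ± 1.72 CPM at 3 dpa (SD, n = 3). Of 18 arms of those clusters, 4 were higher and 2 lower at each of the 2 stages, and the clusters did not pass as a set at 3 dpa (camera in limma, Benjamini-Hochberg adjusted p = 0.717; 4 higher and 2 lower when adjusted over the list alone). In all, 71 arms were called in the same direction at 1 and 3 dpa, 39 were called at 1 dpa and not at 3 dpa, and 40 at 3 dpa and not at 1 dpa. Independent lists of these sizes would share 17.6 arms in direction. Unchanged groups simulated against the 0 dpa libraries shared 0 in each of 20 simulations. Groups without change give almost no calls, so the simulations cannot show how much overlap shared controls add. Both comparisons use the same 3 libraries of 0 dpa, too few to split, so part of the excess may come from those shared controls.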

The known regulator of zebrafish heart regeneration, Mir-133-P3a_3p,^12^ was one of 36 commonly downregulated miRNAs at 1 and 3 dpa (Fig. 2b). 

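Mir-133-P3a_3p, a mature arm of a muscle miRNA gene, stood at 141 ± 33.4 CPM in uninjured ventricles, 43.4 ± 14.1 CPM at 1 dpa and 26.3 ± 3.06 CPM at 3 dpa (SD, n = 3). It fell by 1.69 at 1 dpa (SE 0.45, edgeR's quasi-likelihood test, Benjamini-Hochberg adjusted p = 0.00749) and fell by 2.42 at 3 dpa (SE 0.46, edgeR's quasi-likelihood test, Benjamini-Hochberg adjusted p = 0.000629). The far more abundant Mir-133-P1_3p, at 8985 ± 1760.0 CPM at 0 dpa, has the same reads as Mir-133-P2_3p and was at 3775 ± 303 CPM at 1 dpa and 3275 ± 877 CPM at 3 dpa (SD, n = 3). Its log2 fold changes were −1.25 and −1.46 (edgeR's quasi-likelihood test, Benjamini-Hochberg adjusted p = 0.00160 and 0.000537). Of 12 arms in the list of muscle miRNAs (Mir-1, Mir-133 and Mir-208), 5 were lower at 1 dpa and 2, the identical arms Mir-1-P3a_3p and Mir-1-P3b_3p, were higher (log2 fold change 1.73). At 3 dpa 3 were lower and none was higher (camera in limma, Benjamini-Hochberg adjusted p = 0.0389, adjusted p = 0.431 with an estimated correlation; 6 lower when adjusted over the list alone).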

During peak cardiomyocyte proliferation at 7 dpa, 23 of the 26 differentially expressed miRNAs are conserved with humans and associated with the regulation of cellular proliferation and cancer, such as Mir-21-P1_5p (ref. ^34^) (Fig. 2b). 

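At 7 dpa Mir-21-P1_5p, which is induced in injured and proliferating tissue, stood at 35707 ± 4183 CPM against 14856 ± 1379 CPM at 0 dpa (SD, n = 3, log2 fold change 1.27, SE 0.30, edgeR's quasi-likelihood test, Benjamini-Hochberg adjusted p = 0.0108). The near-identical arm Mir-21-P2_5p gave 1.26, and reads of the 2 arms may be shared. Among 23 miRNAs listed for smooth muscle and fibroblasts, which include Mir-21, 6 were higher and none was lower at this stage (camera in limma, Benjamini-Hochberg adjusted p = 0.0637; 6 higher when adjusted over the list alone, and 2 to 6 with single libraries of 7 or 0 dpa left out). Of the 31 let-7 arms, 6 were lower and 2 higher (camera in limma, Benjamini-Hochberg adjusted p = 0.0384, adjusted p = 0.658 with an estimated correlation; 9 lower when adjusted over the list alone). With single libraries of 7 or 0 dpa left out 0 to 6 let-7 arms were lower, and leaving out any of 4 of these 6 libraries left none. The calls are not stable. Of the lower let-7 arms, Let-7-P13a_5p and Let-7-P13b_5p stood at nearly the same level, 31037 and 31038 CPM at 7 dpa, so their reads may be shared. Of 14 arms of the Mir-15 family, which restrains the cell cycle, 2 were higher and 1 was lower (camera in limma, Benjamini-Hochberg adjusted p = 0.404; the same counts when adjusted over the list alone). The erythroid list (Mir-144 and Mir-451) had 2 arms with enough reads and no call at 7 dpa, and its one call was the passenger arm Mir-144-P1_3p* at 1 dpa, with a log2 fold change of 2.30 (edgeR's quasi-likelihood test, Benjamini-Hochberg adjusted p = 0.0406).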

Eight of the downregulated miRNAs conserved with humans (Mir-1-P1_3p, Mir-10-P2a1_5p, Mir-26-P3_5p, Mir-30-P1b_3p, Mir-30-P2c_5p, Mir-122_5p, Mir-133-P1_3p, Mir-217-P1_5p) were tumor suppressors downregulated in cancer.^35,36^ 

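At 7 dpa the most abundant of these miRNAs, the muscle arm Mir-1-P1_3p, fell from 172572 ± 31394 CPM to 93772 ± 12782 CPM (SD, n = 3, log2 fold change −0.88, edgeR's quasi-likelihood test, Benjamini-Hochberg adjusted p = 0.0140). Mir-10-P2a1_5p fell by 1.47, Mir-26-P3_5p fell by 1.01, Mir-30-P2c_5p fell by 1.33, Mir-133-P1_3p fell by 0.92 and Mir-217-P1_5p fell by 1.25 on the log2 scale. The liver miRNA Mir-122_5p went from 53.2 ± 64.8 CPM to 8.92 ± 3.19 CPM (SD, n = 3, log2 fold change −2.57, SE 0.65, edgeR's quasi-likelihood test, Benjamini-Hochberg adjusted p = 0.0140). Replicate 2 of 0 dpa alone held 128 CPM of Mir-122_5p, and the other 2 libraries of 0 dpa held 16.5 and 15.2 CPM. Without that library the log2 fold change of Mir-122_5p at 7 dpa was −0.69 and did not pass the threshold (edgeR's quasi-likelihood test, Benjamini-Hochberg adjusted p = 0.436). Arm Mir-30-P1b_3p has no line of that name among the deposited counts, which hold Mir-30-P1b_3p*, so it is not used here.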

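Of the miRNAs that rose at 7 dpa, Mir-31_5p had one of the largest changes, from 12.2 ± 5.26 CPM to 89.3 ± 9.04 CPM (SD, n = 3, log2 fold change 2.88, SE 0.46, edgeR's quasi-likelihood test, Benjamini-Hochberg adjusted p = 0.000534). The Mir-23 arms rose together, Mir-23-P1_3p by 0.98, Mir-23-P2a_3p by 0.99, Mir-23-P2b_3p by 1.03 and Mir-23-P3a_3p by 0.98 on the log2 scale. Levels at 7 dpa were nearly the same for Mir-23-P1_3p and Mir-23-P3a_3p (482 and 483 CPM) and close for Mir-23-P2a_3p and Mir-23-P2b_3p (767 and 748 CPM). The 4 values may thus stand for about 2 sets of reads. Mir-132-P2a_5p rose by 1.16, Mir-191_5p by 0.92, Mir-221-P2a_3p by 0.95, Mir-15-P1b_5p by 1.18, Mir-146-P1_5p by 1.29 and Mir-218-P3_5p by 0.998. Let-7-P12_5p rose by 1.42 at this stage. Mir-30-P2b_5p had a log2 fold change of 0.59 and did not pass the threshold (SE 0.22, edgeR's quasi-likelihood test, Benjamini-Hochberg adjusted p = 0.0666).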

Of the 17 upregulated miRNAs, 9 (Mir-21-P1_5p, Mir-23-P1_3p, Mir-23-P3a_3p, Mir-30-P2b_5p, Mir-31_5p, Mir-132-P2a_5p, Mir-135-P3a_5p, Mir-191_5p, Mir-221-P2a_3p) have been positively associated with cancer, but 8 (Let-7-P12_5p, Mir-15-P1b_5p, Mir-23-P2a_3p, Mir-23-P2b_3p, Mir-146-P1_5p, Mir-146-P2_5p, Mir-199-P1_5p*, Mir-218-P3_5p) have been described as tumor suppressors.^35–37^ The 21 dpa time point had the third largest set of differentially expressed miRNAs, and these overlapped more with 1 dpa (30 miRNAs) and 3 dpa (18 miRNAs) than later time points of 14 dpa (10 miRNAs) and 30 dpa (2 miRNAs). Furthermore, the common subset of miRNAs shared between 1 and 3 dpa were consistently up- (16 miRNAs) or downregulated (20 miRNAs). 

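At 21 dpa the arms that rose included 7 of the 21 epithelial miRNAs (9 when adjusted over the list alone, camera in limma, Benjamini-Hochberg adjusted p = 0.000185, adjusted p = 0.570 with an estimated correlation). Replicate 2 of 21 dpa held 1653 CPM of Mir-205-P1_5p, against 53.1 and 228 CPM in the other libraries of that stage, and without it no epithelial arm was called at 21 dpa. Without replicate 1, 2 or 3 of 0 dpa, 3, 1 and 1 of 23 tested epithelial arms were called higher at 21 dpa. Without replicate 2 of 1 dpa, 14 of 21 were. The calls of 21 dpa shared 33 arms in the same direction with 1 dpa, where 8.84 would be shared by independent lists, and 2 arms were called in opposite directions. With 3 dpa they shared 32 (8.66 for independent lists), with 14 dpa 19 (3.07) and with 30 dpa 1 (0.716), the last from only 9 calls at 30 dpa. Unchanged groups simulated against the 0 dpa libraries shared 0 arms in all 20 simulations, but such groups give almost no calls that could be shared. Part of each excess may come from the shared 0 dpa libraries, and the simulations do not measure how much. The arms shared by 21 and 14 dpa numbered 29 with DESeq2, 32 without the 2 libraries rich in epithelial miRNAs and 12 with identical arms taken once. Those shared by 21 and 30 dpa numbered 6 with DESeq2, 3 with edgeR's likelihood ratio test and 4 without the 2 libraries. With single libraries left out the arms shared with 1 dpa ranged from 9 to 37, those with 3 dpa from 11 to 48, those with 14 dpa from 7 to 44 and those with 30 dpa from 0 to 4, so the order of these overlaps is not settled.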

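Of the arms called at both 1 and 3 dpa by edgeR's quasi-likelihood test, 34 were higher at both stages, 37 were lower at both and 0 were called in opposite directions. Independent lists would share 10.5 higher and 7.14 lower arms. Mir-15-P1b_5p, of the Mir-15 family, rose by 2.05 at 1 dpa and 1.74 at 3 dpa on the log2 scale, and the identical arms Mir-132-P2a_5p and Mir-132-P2b_5p, which neurons and immune cells induce with activity, rose by 0.95 and 1.53. Of 19 arms of the list of neural miRNAs these were the only ones called at 1 and 3 dpa, and 2 arms of it were higher when adjusted over the list alone at 3 dpa. Mir-143_3p, a smooth muscle miRNA, fell at 1 dpa from 6425 ± 601 to 2089.8 ± 762 CPM (SD, n = 3, edgeR's quasi-likelihood test, Benjamini-Hochberg adjusted p = 0.000638).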

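Mir-101-P1_3p stood at 2118 ± 191 CPM at 0 dpa, 1206 ± 259 CPM at 1 dpa, 1007 ± 237 CPM at 3 dpa and 776 ± 383 CPM at 21 dpa (SD, n = 3). Its log2 fold changes were −0.81 (SE 0.30), −1.07 (SE 0.30) and −1.45 (SE 0.30) at these stages (edgeR's quasi-likelihood test, Benjamini-Hochberg adjusted p = 0.0406, 0.00964 and 0.00475). It was also lower at 14 dpa, by a log2 fold change of −1.04 (edgeR's quasi-likelihood test, Benjamini-Hochberg adjusted p = 0.0355). The values at 7 dpa and 30 dpa, −0.68 and −0.31, did not pass the threshold. In a direct test 21 dpa lay below the mean of 14 and 30 dpa by a log2 fold change of −0.78 (edgeR's quasi-likelihood test, Benjamini-Hochberg adjusted p = 0.0486). A second arm of the Mir-101 family, Mir-101-P2_3p, moved the other way at 3 dpa, with a log2 fold change of 1.05 (edgeR's quasi-likelihood test, Benjamini-Hochberg adjusted p = 0.0159), and adjusted over the list alone 1 arm of the 4 was higher and 1 lower.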

Among the downregulated miRNAs at 1, 3, and 21 dpa was the known regulator of zebrafish heart regeneration, Mir-101-P1_3p (ref. ^13^) (Fig. 2b). The stage-specific modulations in miRNA expression suggest that subsets of miRNAs regulate distinct cellular processes during heart regeneration.

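Groups of miRNAs with known tissues were called at different stages, and only 3 against 1 dpa, and 21 dpa against 14 and 30 dpa, were compared directly. Epithelial miRNAs were called higher at 1 and 21 dpa, and 20 of the 21 were lower at 3 dpa than at 1 dpa in the direct test (camera in limma, Benjamini-Hochberg adjusted p = 5.53e-19, adjusted p = 0.235 with an estimated correlation). Adjusted over the list alone the number was 20, but it was only 5 of 21 without replicate 2 of 1 dpa. Without replicate 1, 2 or 3 of 3 dpa it was 11, 13 and 13 of 23 tested arms. At 1 dpa itself the median log2 fold change of the epithelial miRNAs was 5.33 (camera in limma, Benjamini-Hochberg adjusted p = 2.32e-09, adjusted p = 0.225 with an estimated correlation). Adjusted over the list alone 21 of 21 were higher, and without replicate 2 of 1 dpa 16 of 21 were. Arms of the Mir-26 family were lower at 1, 3, 7 and 14 dpa, with 4 of 5 at 7 dpa and 4 of 5 at 14 dpa, and with none at 21 or 30 dpa, where adjusted over the list alone 4 and none were lower (at 21 dpa camera in limma, Benjamini-Hochberg adjusted p = 0.0172, adjusted p = 0.455 with an estimated correlation). With single libraries of the stage or of 0 dpa left out, 0 to 3 arms of the Mir-26 family were lower at 7 dpa and 0 to 4 at 14 dpa. Of 10 leukocyte arms 4, 2, 1 and 3 were called higher at 7, 14, 21 and 30 dpa and 1 lower at 7 dpa, and at 21 dpa the median of the list was −0.09 (camera in limma, Benjamini-Hochberg adjusted p = 0.694). At 30 dpa 1 leukocyte arm stayed called without replicate 2 of that stage, which held 12604 CPM of Mir-146-P2_5p beside 4648 and 4416 CPM in the others, and also 1 without replicate 1 or 2 of 0 dpa. In a direct test of 21 dpa against the mean of 14 and 30 dpa by edgeR's quasi-likelihood test, 59 arms differed, 38 higher and 21 lower at 21 dpa, among them 7 neural arms that were lower. Leaving out single libraries moved the 59 to between 14 and 65, and a fit of only these groups gave 34. The list of neural miRNAs had no arm called at 30 dpa and 7 higher when adjusted over the list alone. Its arms Mir-9-P1_5p, Mir-9-P2a_5p, Mir-9-P2b_5p and Mir-9-P3_5p had the same level, 36.5 ± 12.7 CPM at 21 dpa and 117 ± 13.2 CPM at 30 dpa (SD, n = 3). Both counts of 7 neural arms thus include copies that stand for the same reads, and do not show a shift across the list. From the changes it finds stage by stage, the paper proposes that subsets of miRNAs regulate distinct cellular processes during heart regeneration.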

### mRNA expression profiling of zebrafish heart regeneration

Comprehensive mRNA expression profiling studies provide an unbiased and invaluable gene catalog for defining the genetic circuits that orchestrate heart regeneration. Consistent with the miRNA expression profiles, subsets of genes were temporally activated and repressed, as shown by sorting genes by the average level of normalized expression across samples at each time point (Supplementary Fig. S2, Supplementary Table S3). 

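The genes with the largest rises at 1 dpa included grn1, a granulin, from 7.37 ± 4.29 TPM at 0 dpa to 899.9 ± 273 TPM, and NPC2 (2 of 2), which encodes a lysosomal cholesterol carrier, from 2.39 ± 0.465 to 163 ± 28.8 TPM (SD, n = 3). The tetraspanin gene cd9b rose from 0.357 ± 0.0451 to 102 ± 10.6 TPM at 1 dpa and to 169 ± 41.6 TPM at 3 dpa (log2 fold changes 6.25 and 6.94, limma, Benjamini-Hochberg adjusted p = 4.26e-09 and 7.05e-10). At 3 dpa the apolipoprotein gene apoeb rose from 1.49 ± 0.685 to 211 ± 97.6 TPM (log2 fold change 6.32, limma, Benjamini-Hochberg adjusted p = 5.21e-07). Among the falls were the clock gene per3, from 43.2 ± 4.89 to 3.57 ± 0.627 TPM at 3 dpa, and g6pcb, a glucose-6-phosphatase of gluconeogenesis, from 438 ± 79.7 to 55.5 ± 7.13 TPM (SD, n = 3, log2 fold changes −3.28 and −2.95). The cardiac actin gene actc1c was at 1.03 ± 0.296 TPM at 1 dpa against 2236 ± 2347 TPM at 0 dpa, where the 3 pools differed widely (SD, n = 3, log2 fold change −7.45, limma, Benjamini-Hochberg adjusted p = 0.00920). Of 17047 genes, limma called 7079 higher and 1789 lower at 1 dpa, and 7531 higher and 1841 lower at 3 dpa. After centring on the median gene the split was 3653 higher and 5515 lower at 1 dpa, and 3972 higher and 5841 lower at 3 dpa. With a change of at least 2-fold, 2807 were higher and 470 lower at 1 dpa and 3304 higher and 501 lower at 3 dpa. After centring these were 1341 and 1375 at 1 dpa and 1661 and 1568 at 3 dpa. The excess of rises thus depends on the scale.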

Pairwise contrasts between each injury time point with uninjured tissues showed that early stages of regeneration (1 and 3 dpa) had the largest number of differentially expressed genes (Supplementary Table S4). One dpa had 3005 genes and 3 dpa had 3533 genes with 2225 genes in common. 

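Genes changed in the same direction at 1 and 3 dpa numbered 6864 in limma's test, 5771 higher and 1093 lower, and 69 were called in opposite directions. A further 1935 genes were called at 1 dpa and not at 3 dpa, and 2439 at 3 dpa and not at 1 dpa. Independent lists would share 3321 genes in direction. Simulated unchanged groups shared 0 in 20 simulations, but they give almost no calls, so they do not measure what shared controls add. All comparisons use the same 3 libraries of 0 dpa, so part of the excess may come from those. The shared genes hold the macrophage genes mrc1b, a mannose receptor, at 85.6 ± 14.2 TPM at 1 dpa and 73.3 ± 10.9 TPM at 3 dpa against 2.91 ± 0.816 TPM at 0 dpa (SD, n = 3), and c1qc, a complement component, whose log2 fold change was 3.95 at 3 dpa. A direct test of 3 dpa against 1 dpa called 3401 genes, 2244 higher and 1157 lower at 3 dpa, and 762 with edgeR on rounded TPM. After centring the split was 2123 higher and 2048 lower. Among changes of at least 2-fold it was 673 and 364 (746 and 315 before centring). Those higher included postnb, which encodes the matrix protein periostin, by a log2 fold change of 4.24 (limma, Benjamini-Hochberg adjusted p = 3.03e-08). Of 83 DNA replication and mitosis genes, 65 were higher and none lower at 3 dpa than at 1 dpa (71 and none when adjusted over the list alone, 65 and none after centring on the median gene, camera in limma, Benjamini-Hochberg adjusted p = 3.3e-29, and adjusted p = 0.440 with an estimated correlation). Among them were cdc20, an activator of the anaphase-promoting complex, at 16.9 ± 1.28 TPM at 3 dpa against 0.697 ± 0.265 TPM at 0 dpa (SD, n = 3), and ube2c, with which it works (2.30 higher at 3 than at 1 dpa, limma, Benjamini-Hochberg adjusted p = 1.67e-05).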

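At 7 dpa the largest rises were those of the immediate-early genes ATF3, from 7.36 ± 1.34 to 232 ± 22.4 TPM, and NR4A3, from 4.06 ± 0.233 to 136 ± 32.7 TPM (SD, n = 3, log2 fold changes 4.81 and 4.73, limma, Benjamini-Hochberg adjusted p = 7.79e-07 and 8.71e-07). Both were also among the largest rises at 14 dpa, by 3.95 and 4.31, and at 21 dpa, by 4.13 and 4.51. The heat shock protein gene hspb9 rose by 4.56 at 7 dpa and 3.94 at 14 dpa, and hsp90aa1.1 by 3.42 at 14 dpa. At 21 dpa BTG2, an antiproliferative gene, stood at 271 ± 90.4 TPM against 22.0 ± 14.7 TPM at 0 dpa (SD, n = 3, log2 fold change 3.69, limma, Benjamini-Hochberg adjusted p = 2.75e-06). At 30 dpa nfil3-5, a basic leucine zipper gene of the clock output, stood at 50.8 ± 6.45 TPM against 2.46 ± 0.359 TPM (SD, n = 3), and per3 and per1b, genes of the negative arm of the clock, were lower by log2 fold changes of −3.52 and −3.49 (limma, Benjamini-Hochberg adjusted p = 7.25e-08 and 3.49e-08). In all, limma called 3836 genes higher and 1692 lower at 7 dpa, 3263 and 2092 at 14 dpa, 3005 and 1180 at 21 dpa, and 4839 and 1034 at 30 dpa. Centred on the median gene, the counts were 2816 and 3625, 2907 and 3003, 1934 and 2735, and 2066 and 3127. At a change of at least 2-fold, 1296 were higher and 225 lower at 7 dpa, 908 and 416 at 14 dpa, 610 and 214 at 21 dpa, and 1009 and 238 at 30 dpa. After centring these were 950 and 380, 770 and 521, 362 and 358, and 433 and 519. The excess of rises at 21 and 30 dpa was then gone.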

Comparisons with subsequent time points had fewer differentially expressed genes: 1178 at 7 dpa, 1065 at 14 dpa, 653 at 21 dpa, and 882 at 30 dpa.

These differentially expressed genes were assigned to annotated cellular processes and shown as a percentage of genes associated with metabolism, heart development, immune function, cell migration, and cell proliferation (Supplementary Fig. S2). These diverse cellular responses illustrate the dynamics of biological processes during regeneration. 

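Macrophage and phagocyte genes were called higher at each stage after amputation, 40 of them at 1 dpa, 37 at 7 dpa, 22 at 14 dpa, 10 at 21 dpa and 34 at 30 dpa (after centring 39, 35, 23, 5 and 25). Single libraries weighed on the late counts. Without replicate 2 of 30 dpa, which held 140 TPM of marco beside 41.0 and 15.8 TPM in the others, 21 of these genes were higher at 30 dpa. With any one library of 21 or 0 dpa left out, 1 to 5 were higher at 21 dpa. Of 43 macrophage and phagocyte genes, 43 were higher and none lower at 3 dpa (43 and none when adjusted over the list alone, 42 and none after centring on the median gene, camera in limma, Benjamini-Hochberg adjusted p = 9.67e-13, and adjusted p = 0.303 with an estimated correlation). Their median log2 fold change lay above that of all genes by 2.86 at 1 dpa, 3.24 at 3 dpa, 1.89 at 7 dpa, 1.04 at 14 dpa, 0.49 at 21 dpa and 1.16 at 30 dpa. Complement gene c1qa rose from 4.36 ± 0.686 to 85.2 ± 2.09 TPM at 3 dpa (SD, n = 3) and the lysosomal protease gene ctssb.2 by a log2 fold change of 4.04. Of 15 neutrophil genes, 11 were higher and none lower at 1 dpa (11 and none when adjusted over the list alone, 10 and none after centring on the median gene, camera in limma, Benjamini-Hochberg adjusted p = 0.0558, and adjusted p = 0.712 with an estimated correlation), with ncf2, a subunit of the phagocyte oxidase, higher by 4.20. Of 9 lymphocyte genes, 5 were higher and 1 lower at 3 dpa (5 and 1 when adjusted over the list alone, 4 and 2 after centring on the median gene, camera in limma, Benjamini-Hochberg adjusted p = 0.455, and adjusted p = 0.750 with an estimated correlation). The chemokine receptor gene ccr9a of that list rose by 4.55 (limma, Benjamini-Hochberg adjusted p = 2.14e-10). For cell proliferation, of 83 DNA replication and mitosis genes, 82 were higher and none lower at 3 dpa (82 and none when adjusted over the list alone, 80 and 1 after centring on the median gene, camera in limma, Benjamini-Hochberg adjusted p = 3.22e-18, and adjusted p = 0.305 with an estimated correlation). Genes of this list were called higher in 65 cases at 1 dpa, 30 at 7 dpa, 22 at 14 dpa, 3 at 21 dpa and 7 at 30 dpa (3 to 21 at 30 dpa with single libraries of 30 or 0 dpa left out). After centring the counts were 35, 24, 21, 3 and 2. PRIM1, a DNA primase subunit, rose by 1.59 at 1 dpa and 2.46 at 3 dpa, and the replicative helicase gene mcm6 by 2.89 at 1 dpa (limma, Benjamini-Hochberg adjusted p = 1.12e-06).

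**Figure D5:**
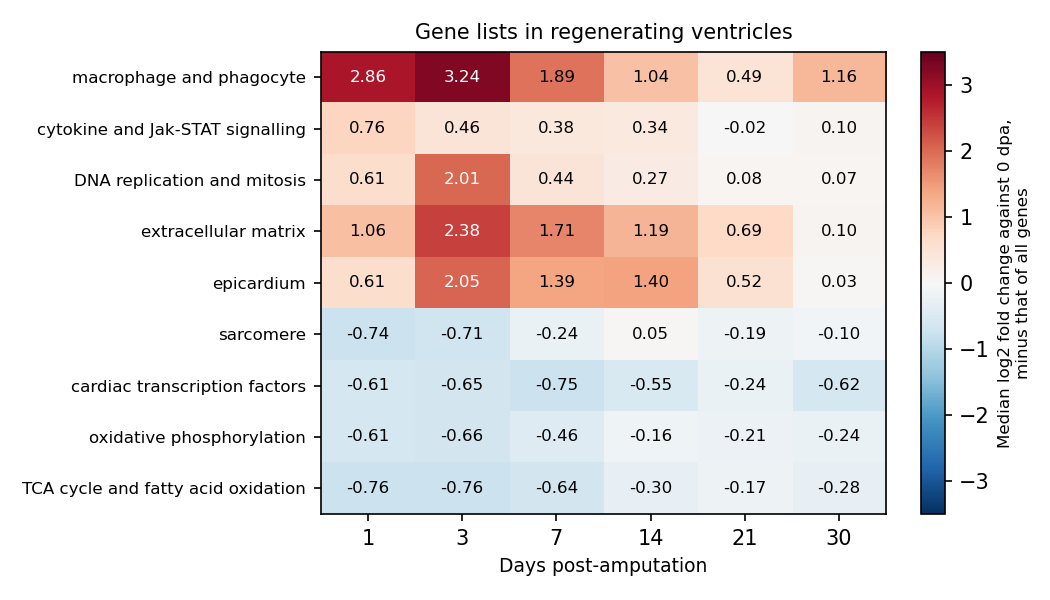
Median log2 fold change against 0 dpa, minus that of all tested genes, for 9 gene lists by days post-amputation. Red is above and blue below the median gene; the macrophage list reaches 3.24 and the DNA replication list 2.01 at 3 dpa.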

The proportion of immune, cell migration, and cell proliferation genes was relatively constant. However, the proportion of metabolism, development, and heart development genes had large changes. 

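Genes of energy metabolism were lower after amputation, and at 7 dpa this covered most of the respiratory chain. Of 68 oxidative phosphorylation genes, 1 was higher and 48 lower at 7 dpa (1 and 54 when adjusted over the list alone, 1 and 52 after centring on the median gene, camera in limma, Benjamini-Hochberg adjusted p = 3.36e-17, and adjusted p = 0.187 with an estimated correlation). The complex I gene ndufab1b fell by 0.64, the ATP synthase gene atp5o fell by 0.50 and the succinate dehydrogenase gene sdhb fell by 0.84 on the log2 scale (limma, Benjamini-Hochberg adjusted p = 0.000389, 0.000487 and 0.000504). COX4I2, which encodes a cytochrome oxidase subunit induced by low oxygen, was the member that rose, from 13.7 ± 0.876 to 33.0 ± 3.97 TPM (SD, n = 3). Of 40 TCA cycle and fatty acid oxidation genes, none was higher and 23 lower at 7 dpa (none and 27 when adjusted over the list alone, none and 33 after centring on the median gene, camera in limma, Benjamini-Hochberg adjusted p = 4.98e-13, and adjusted p = 0.187 with an estimated correlation). The fatty acid genes etfa, slc25a20 and CPT1A (2 of 2) had log2 fold changes of −0.65, −1.19 and −0.88. At the other stages 33, 41, 2, 8 and 1 oxidative phosphorylation genes were lower at 1, 3, 14, 21 and 30 dpa, and after centring 59, 61, 5, 14 and 9, so the order of 1, 3 and 7 dpa depends on the scale. The medians relative to all genes were −0.61, −0.66 and −0.46 at 1, 3 and 7 dpa. Whether 7 dpa differs from 1 or 3 dpa was not tested.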

For metabolism genes, both the smallest proportion of upregulated and largest proportion of downregulated genes were found at 7 dpa. The increase in proportions of developmental process and heart development genes peaks at 21 dpa before returning to baseline. 

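Of 13 transcription factor genes that specify the heart, none was higher and 8 lower at 7 dpa (none and 9 when adjusted over the list alone, none and 10 after centring on the median gene, camera in limma, Benjamini-Hochberg adjusted p = 2.62e-06, and adjusted p = 0.187 with an estimated correlation). The T-box genes tbx5a, tbx5b and tbx20 and the homeobox gene nkx2.5 were among the lower ones, with log2 fold changes of −1.35, −1.05, −1.01 and −0.65. At 1, 3, 14 and 30 dpa 4, 5, 4 and 3 of them were lower (11, 12, 7 and 6 after centring). Of 40 extracellular matrix genes, 22 were higher and 1 lower at 21 dpa (28 and 2 when adjusted over the list alone, 18 and 3 after centring on the median gene, camera in limma, Benjamini-Hochberg adjusted p = 9.2e-07, and adjusted p = 0.659 with an estimated correlation). Decorin (dcn) had 83.9 ± 15.2 TPM and the collagen chaperone gene serpinh1b 5.50 ± 0.813 TPM at 21 dpa against 26.5 ± 2.62 and 0.890 ± 0.322 TPM at 0 dpa (SD, n = 3). At 7 dpa the matrix list held 32 higher and 1 lower gene (31 and 1 after centring), with sparc, a collagen-binding glycoprotein, at 324 ± 14.6 TPM against 51.0 ± 6.24 TPM (SD, n = 3, limma, Benjamini-Hochberg adjusted p = 2.63e-08). A direct comparison of 21 dpa with the mean of 14 and 30 dpa called 581 genes higher and 849 lower, in all 1430, which fell to 569 without replicate 1 of 21 dpa, to 566 in a fit of only these groups and to 297 with edgeR on rounded TPM. From the shares of processes among its differentially expressed genes, the paper states that these diverse responses illustrate the dynamics of biological processes during regeneration.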

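Genes called in the same direction at all 6 stages against 0 dpa numbered 742 higher and 180 lower in limma's test. After centring on the median gene they numbered 276 higher and 739 lower; of the 742, 274 were also called higher after centring, and of the 180, 179 were also called lower. Quantile normalization gave 303 and 652, and edgeR on rounded TPM 18 and 114. The gap junction gene cx43 and the chemokine receptor gene cxcr4b were among those higher at all 6 stages, and epor, clpxa and zgc:101846 among those lower. The 6 comparisons share their 3 libraries of 0 dpa, and a low or high value of those libraries enters all of them, so the counts are not 6 independent tests of a gene.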

Looking across all pairwise-stage comparisons, we identified 11 genes that were consistently upregulated and 103 that were consistently downregulated (Supplementary Table S5). Two examples of consistently upregulated genes include the suppressor of cytokine signaling 3a (*socs3a*) and myelocytomatosis oncogene b (*mycb*).

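socs3a, which encodes a feedback inhibitor of cytokine signalling, had 67.5 ± 31.5 TPM at 0 dpa and between 184 ± 105 TPM at 14 dpa and 259 ± 21.4 TPM at 1 dpa afterwards (SD, n = 3). From 1 to 30 dpa its log2 fold changes were 2.01, 1.89, 1.93, 1.37, 1.91 and 1.95 (limma, Benjamini-Hochberg adjusted p = 0.00459 at 14 dpa, the largest of the 6). The oncogene mycb rose from 17.6 ± 1.48 TPM to 36.3 ± 4.58 TPM at 7 dpa and 139 ± 7.98 TPM at 30 dpa (SD, n = 3, log2 fold changes 1.002 and 2.91, limma, Benjamini-Hochberg adjusted p = 9.14e-05 and 9.51e-10). Of 32 cytokine and Jak-STAT signalling genes, 23 were higher and 2 lower at 1 dpa (25 and 2 when adjusted over the list alone, 18 and 2 after centring on the median gene, camera in limma, Benjamini-Hochberg adjusted p = 0.00738, and adjusted p = 0.641 with an estimated correlation). In that list the interleukin-6 family gene m17 rose by 2.32, tgfb1b by 1.47 and il11b by 2.78 at 1 dpa.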

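All 43 genes of the paper's list of known heart regeneration genes (Table S6) reached the minimum of expression. In limma's test 24 were higher and 8 lower at 1 dpa, 25 and 7 at 3 dpa, 20 and 9 at 7 dpa, 18 and 7 at 14 dpa, 13 and 6 at 21 dpa, and 7 and 7 at 30 dpa. Adjusted over the list alone, the counts were 24 and 10, 25 and 8, 21 and 9, 18 and 9, 13 and 6, and 7 and 7. Centred on the median gene, they were 19 and 14 at 1 dpa, 19 and 15 at 3 dpa, 20 and 10 at 7 dpa, 17 and 9 at 14 dpa, 10 and 11 at 21 dpa, and 5 and 11 at 30 dpa. The epicardial matrix gene fn1a, the periostin gene postnb and the chemokine receptor gene cxcr4b are among the members. The list was chosen by the paper for differential expression in these same samples, so the counts are not independent evidence of its direction.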

Our analyses identified 43 genes that were differentially expressed and previously shown to be associated with zebrafish heart regeneration (Supplementary Table S6). These include upregulation of retinoic acid (RA) signaling and the RA synthesis enzyme, aldehyde dehydrogenase 1 family, member A2 (*aldh1a2*). 

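aldh1a2 (ENSDARG00000053493), which encodes the enzyme that makes retinoic acid from retinal, rose from 23.5 ± 11.2 TPM at 0 dpa to 136 ± 6.83 TPM at 1 dpa and 166 ± 7.88 TPM at 3 dpa (SD, n = 3, log2 fold changes 2.61 and 2.89, SE 0.34, limma, Benjamini-Hochberg adjusted p = 5.5e-06 and 1.26e-06). Of 14 retinoic acid signalling genes, 10 were higher and 3 lower at 1 dpa (10 and 3 when adjusted over the list alone, 9 and 4 after centring on the median gene, camera in limma, Benjamini-Hochberg adjusted p = 0.179, and adjusted p = 0.683 with an estimated correlation). The retinol dehydrogenase genes rdh10a and rdh10b, which make the substrate of aldh1a2, rose by 2.54 and 1.60, and rbp4, the retinol carrier of the blood, had a log2 fold change of −2.26 (limma, Benjamini-Hochberg adjusted p = 3.89e-07). At 3 dpa 9 genes of the list were higher and 2 lower (8 and 4 after centring).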

The RA signaling cascade is rapidly activated in the endocardium and epicardium to create an instructive microenvironment for cardiomyocyte proliferation.^38^ Fibronectin 1a and 1b (*fn1a* and *fn1b*), Wilms tumor 1b (*wt1b*), and the *tcf21* and *tbx18* transcription factors were highly upregulated by 1 and 3 dpa, consistent with essential roles in epicardial activation.^39–41^ 

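fn1a, which encodes fibronectin, had 73.9 ± 23.2 TPM at 1 dpa and a log2 fold change of 5.05 (limma, Benjamini-Hochberg adjusted p = 3.7e-08). Its paralog fn1b rose from 42.9 ± 13.4 TPM to 93.5 ± 10.5 TPM at 1 dpa and 297 ± 112.58 TPM at 3 dpa (SD, n = 3, log2 fold changes 1.15 and 2.74). The epicardial transcription factor gene wt1b rose from 1.40 ± 0.786 to 26.6 ± 1.24 TPM at 3 dpa (SD, n = 3), by 3.44 at 1 dpa and 3.59 at 3 dpa (limma, Benjamini-Hochberg adjusted p = 7.83e-07 and 3.22e-07). tcf21 had log2 fold changes of 0.61 at 1 dpa and 2.43 at 3 dpa, and tbx18 of 0.67 and 2.201 (limma, Benjamini-Hochberg adjusted p at 3 dpa = 9.7e-08 and 5.3e-08). At 1 dpa centring on the median gene left 0.18 for tcf21 and 0.24 for tbx18, which did not pass the threshold (limma, Benjamini-Hochberg adjusted p = 0.574 and 0.298). Of 16 epicardium genes, 13 were higher and none lower at 3 dpa (14 and none when adjusted over the list alone, 12 and 1 after centring on the median gene, camera in limma, Benjamini-Hochberg adjusted p = 5.22e-05, and adjusted p = 0.303 with an estimated correlation), and the keratin genes krt4 and krt8 of that list rose by 4.13 and 2.33. Keratins are also expressed in skin and gill, and of 18 skin and gill epithelium genes, 12 were higher and 1 lower at 3 dpa (12 and 1 when adjusted over the list alone, 10 and 1 after centring on the median gene, camera in limma, Benjamini-Hochberg adjusted p = 0.0363, and adjusted p = 0.305 with an estimated correlation).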

Cardiomyocyte migration requires expression of the chemokine, *cxcl12b*, and its receptor, *cxcr4b*.^28^ Both transcripts were upregulated during early stages of regeneration (Fig. 1c). 

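The chemokine gene cxcl12b had 10.5 ± 1.30 TPM at 0 dpa, 31.5 ± 10.1 TPM at 1 dpa and 18.5 ± 1.81 TPM at 3 dpa (SD, n = 3). Its log2 fold changes were 1.45 (SE 0.26, limma, Benjamini-Hochberg adjusted p = 0.000162) and 0.76 (limma, Benjamini-Hochberg adjusted p = 0.0201). At 3 dpa the value centred on the median gene was 0.28 and did not pass the threshold (limma, Benjamini-Hochberg adjusted p = 0.405). At 7 dpa cxcl12b was higher by 1.12. Its receptor gene cxcr4b had a centred log2 fold change of 1.32 at 1 dpa and 2.66 at 3 dpa (limma, Benjamini-Hochberg adjusted p = 0.000274 and 1.4e-07).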

Two of the genes, *cx43* and *myl7*, have been associated with heart regeneration. *cx43* is required for heart regeneration and has been shown to be regulated by miR-133a.^12^ 

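cx43 (ENSDARG00000041799), which encodes a gap junction protein, rose from 1.90 ± 0.0252 TPM at 0 dpa to 16.2 ± 1.86 TPM at 1 dpa and 13.2 ± 2.31 TPM at 3 dpa (SD, n = 3, log2 fold changes 2.56 and 2.28, limma, Benjamini-Hochberg adjusted p = 4.34e-08 and 8.51e-08). Of 19 genes of calcium handling and ion channels, cx43 among them, 3 were higher and 10 lower at 1 dpa (3 and 10 when adjusted over the list alone, 2 and 11 after centring on the median gene, camera in limma, Benjamini-Hochberg adjusted p = 0.00262, and adjusted p = 0.451 with an estimated correlation). cx45.6, another connexin gene of the list, had a log2 fold change of −1.29.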

The cardiomyocyte myosin light chain 7 gene, *myl7*,^42^ is a commonly used marker to identify differentiated cardiomyocytes.

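myl7, which encodes the regulatory light chain of atrial and ventricular myosin, fell from 29513 ± 269 TPM at 0 dpa to 16765 ± 3487 TPM at 1 dpa and 15514 ± 3269 TPM at 3 dpa (SD, n = 3, log2 fold changes −0.84 and −0.95, limma, Benjamini-Hochberg adjusted p = 4.97e-05 and 1.01e-05). Of 25 sarcomere genes, 5 were higher and 14 lower at 3 dpa (6 and 14 when adjusted over the list alone, 4 and 16 after centring on the median gene, camera in limma, Benjamini-Hochberg adjusted p = 0.000133, and adjusted p = 0.303 with an estimated correlation). The myosin light chain gene cmlc1 had a log2 fold change of −0.81 and the light chain kinase gene mylk3 of −1.27, whereas the ventricular myosin heavy chain gene vmhc rose by 2.63. Of 9 genes of the atrium, 2 were higher and 1 lower at 3 dpa (2 and 1 when adjusted over the list alone, 1 and 4 after centring on the median gene, camera in limma, Benjamini-Hochberg adjusted p = 0.455, and adjusted p = 0.750 with an estimated correlation). Of 14 skeletal muscle genes, 1 was higher and 4 lower at 3 dpa (1 and 3 when adjusted over the list alone, none and 7 after centring on the median gene, camera in limma, Benjamini-Hochberg adjusted p = 0.00282, and adjusted p = 0.303 with an estimated correlation). Atrial or skeletal muscle in a sample would add such transcripts to those of the ventricle.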

In addition to the identification of known heart regeneration genes, we identified promising new candidate genes that were also differentially expressed and had known association with heart development. 

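The 114 genes of heart development that the paper lists (Table S5) were all measured. limma called 33 higher and 33 lower at 1 dpa, 41 and 36 at 3 dpa, 30 and 36 at 7 dpa, 37 and 22 at 14 dpa, 28 and 17 at 21 dpa, and 25 and 17 at 30 dpa. Centred on the median gene, the counts were 26 and 62, 31 and 62, 25 and 45, 34 and 30, 24 and 35, and 14 and 34, and adjusted over the list alone 37 and 34, 41 and 38, 32 and 40, 39 and 29, 30 and 19, and 26 and 17. Of the 19 that also act in migration (Table S7), 4 were higher and 5 lower at 1 dpa, 6 and 6 at 3 dpa, 5 and 5 at 7 dpa, 5 and 4 at 14 dpa, 4 and 3 at 21 dpa, and 2 and 4 at 30 dpa. After centring these were 3 and 11, 4 and 12, 4 and 8, 4 and 6, 3 and 7, and 2 and 7, mostly lower. Adjusted over the list alone they were 5 and 5, 6 and 7, 5 and 6, 5 and 6, 4 and 3, and 2 and 4. rap1b, csrp1a, npr3 and sema3d belong to these lists. The paper chose both lists by differential expression in these samples, so their counts are not independent evidence.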

Within this group of 114 genes, we identified a subset of 19 genes that also had known roles in cellular migration (Supplementary Table S5). 

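rap1b, a small GTPase of integrin signalling, had 74.6 ± 4.94 TPM at 0 dpa, 161 ± 18.7 TPM at 1 dpa, 156 ± 7.37 TPM at 3 dpa and 120.0 ± 7.79 TPM at 14 dpa (SD, n = 3). It rose by 1.10, 1.05 and 0.68 at these stages on the log2 scale (limma, Benjamini-Hochberg adjusted p = 1.11e-06, 1.17e-06 and 0.000496). Its centred log2 fold changes were 0.66, 0.57 and 0.61, and all 3 passed the threshold.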

The RAS oncogene member, *rap1b*, a small GTPase that functions with fibronectin (*fn1*) to regulate integrin signaling,^43^ was highly upregulated at 1, 3, and 14 dpa. Zebrafish *rap1b* morphants displayed myocardium defects and impaired heart contractility.^44^ Similarly, the cysteine and glycine rich protein 1a, *csrp1a*, was upregulated at 1, 3, 7, and 14 dpa. *csrp1a* regulates mesoderm cell migration through the noncanonical Wnt pathway during heart development.^45^ 

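csrp1a, which encodes a LIM domain protein, rose from 12.5 ± 1.89 TPM at 0 dpa to 77.2 ± 4.74 TPM at 1 dpa, 64.5 ± 8.56 TPM at 3 dpa, 50.2 ± 9.32 TPM at 7 dpa and 35.5 ± 3.61 TPM at 14 dpa (SD, n = 3). These are log2 fold changes of 2.55, 2.28, 1.92 and 1.44, with the smallest adjusted p at 1 dpa (limma, Benjamini-Hochberg adjusted p = 4.44e-08). At 21 dpa it was 0.66 (limma, Benjamini-Hochberg adjusted p = 0.0291), and after centring 0.49, which was not called (limma, Benjamini-Hochberg adjusted p = 0.0795). LIM proteins of this kind are abundant in smooth muscle, and of 12 smooth muscle and outflow tract genes, 7 were higher and 1 lower at 3 dpa (7 and 1 when adjusted over the list alone, 5 and 3 after centring on the median gene, camera in limma, Benjamini-Hochberg adjusted p = 0.424, and adjusted p = 0.750 with an estimated correlation). Among these the actin-binding genes tagln2 and cald1a rose by 1.89 and 1.60.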

Given that depletion of *rap1b* and *csrp1a* activity culminates in heart defects and embryonic lethality,^44,45^ defining potential roles during heart regeneration will require inducible strategies to deplete gene function in the adult animal.

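npr3, a clearance receptor for natriuretic peptides, fell from 15.9 ± 2.79 TPM at 0 dpa to 7.38 ± 1.54 TPM at 1 dpa and 2.52 ± 0.837 TPM at 3 dpa (SD, n = 3, log2 fold changes −1.01 and −2.27, limma, Benjamini-Hochberg adjusted p = 0.00106 and 1.83e-07). sema3d, a secreted semaphorin, had a log2 fold change of −0.65 at 1 dpa and rose by 0.91 at 3 dpa (limma, Benjamini-Hochberg adjusted p = 0.00699 and 0.000402). Its levels were 2.61 ± 0.255 TPM at 0 dpa and 5.91 ± 1.57 TPM at 3 dpa (SD, n = 3).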

Our analyses of the 114 differentially expressed genes also identified natriuretic peptide receptor, *npr3*, and Semaphorin factor, *sema3d*, genes with roles in heart development and cellular proliferation (Supplementary Table S7). The natriuretic peptide receptor, *npr3*, regulates cardiomyocyte proliferation under conditions of low levels of natriuretic peptides, *nppa* and *nppb*.^46^ Semaphorins are secreted factors that have been shown to have numerous roles in development of the nervous system as well as the neural crest. Morpholino knockdown of *sema3d* during embryonic development showed defective migration of neural crest cells to the primary heart field prior to heart tube formation.^47^ Lack of cell migration resulted in 20% fewer cardiomyocytes in the primary heart field. 

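At later stages npr3 stayed below its 0 dpa level, with log2 fold changes of −1.43 at 14 dpa, −1.99 at 21 dpa and −1.78 at 30 dpa, while that of 7 dpa, −0.51, did not pass the threshold (limma, Benjamini-Hochberg adjusted p = 0.0929). sema3d was highest at 7 dpa among the 7 stages, at 9.23 ± 1.84 TPM (SD, n = 3, log2 fold change 1.49, limma, Benjamini-Hochberg adjusted p = 1.37e-05), and at 14 dpa its log2 fold change was 0.59. After centring it was called at neither 3 nor 14 dpa (0.43 and 0.52, limma, Benjamini-Hochberg adjusted p = 0.0836 and 0.0606). In the direct test of 3 against 1 dpa, sema3d differed by 1.56 and npr3 by −1.26 on the log2 scale (limma, Benjamini-Hochberg adjusted p = 1.67e-05 and 0.00071).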

Based on their expression profiles and known function in heart development, *npr3* and *sema3d* are strong candidate genes for functional studies in heart regeneration.

Two genes demonstrate the dynamics of gene expression during heart regeneration as they were upregulated at early time points and then downregulated later, or vice versa. The extracellular matrix gene, transgelin (*tagln*), is a highly conserved gene expressed in smooth muscle as well as skeletal and cardiac muscle during mouse development.^48^ 

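The transgelin gene tagln (ENSDARG00000045408), an actin-binding protein gene of smooth muscle, had 43.6 ± 10.6 TPM at 0 dpa, 108 ± 16.4 TPM at 1 dpa, 185 ± 12.5 TPM at 3 dpa, 189 ± 18.7 TPM at 7 dpa, 83.9 ± 3.84 TPM at 14 dpa, 26.5 ± 6.95 TPM at 21 dpa and 31.4 ± 4.24 TPM at 30 dpa (SD, n = 3). It rose at 1, 3, 7 and 14 dpa by 1.30, 2.08, 2.12 and 0.96 on the log2 scale, and fell by 0.70 at 21 dpa (limma, Benjamini-Hochberg adjusted p = 0.00885). At 30 dpa the log2 fold change was −0.44 (limma, Benjamini-Hochberg adjusted p = 0.0665), and centred on the median gene it was −0.73 (limma, Benjamini-Hochberg adjusted p = 0.00389).

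**Figure D6:**
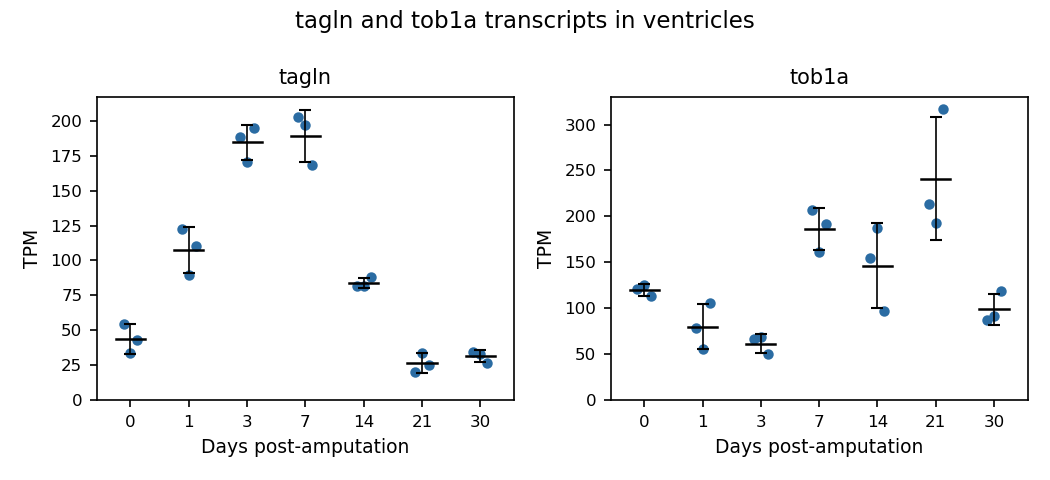
TPM of tagln and tob1a in each mRNA library by days post-amputation. Points are libraries, long bars are means of 3 and error bars are SD; tagln is highest at 7 and 3 dpa, and tob1a is lowest at 3 dpa and highest at 21 dpa.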

*Tagln* was upregulated at 1, 3, 7, and 14 dpa, and then downregulated at 21 and 30 dpa (Supplementary Fig. S3). The transducer of ERBB2 (*tob1a*) is required for dorsoventral patterning and inhibits proliferation by blocking β-catenin/LEF-1 transcriptional complexes.^49^ 

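tob1a, an antiproliferative gene, had 120.0 ± 6.20 TPM at 0 dpa, 80.1 ± 24.8 TPM at 1 dpa, 61.5 ± 10.1 TPM at 3 dpa and 241 ± 66.6 TPM at 21 dpa (SD, n = 3). Its log2 fold changes were −0.62 (SE 0.24), −0.96 (SE 0.24) and 0.97 (SE 0.24), all past the threshold (limma, Benjamini-Hochberg adjusted p = 0.0403, 0.00265 and 0.00757). In the direct test 21 dpa exceeded the mean of 14 and 30 dpa by 0.99 (limma, Benjamini-Hochberg adjusted p = 0.00726).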

Consistent with its negative regulation of proliferation, *tob1a* was downregulated by 2.04-fold at 1 dpa and 2.71-fold at 3 dpa and then upregulated by 1.82-fold at 21 dpa (Supplementary Fig. S3). These two genes represent novel candidates for heart regeneration based on their expression patterns and documented roles during development.

### Stage-specific clustering of biological processes during zebrafish heart regeneration

To better understand the dynamic regulation of diverse biological processes during heart regeneration, we computed enriched GO Biological Process terms for each stage using GOrilla.^50^ Across all stages, a total of 185 unique Biological Process terms were enriched. Like the pattern of differentially expressed miRNAs, Fig. 3 shows sets of enriched GO terms that specifically define each stage of regeneration. One hundred and nine processes define 1 dpa, 112 for 3 dpa, 43 for 7 dpa, 18 for 14 dpa, 11 for 21 dpa, and 30 for 30 dpa (Supplementary Table S8). The top 10 enriched GO terms at 3 dpa are listed in Fig. 3b. Interestingly, the vast majority of these biological processes are annotated to metabolic processes. 

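Among genes of glucose metabolism, the enolase gene eno1b rose by 2.11 at 3 dpa, whereas the glycolytic genes tpi1a, gapdh and eno3 had log2 fold changes of −1.40, −1.37 and −1.15. Of 16 glycolysis genes, 4 were higher and 9 lower at 3 dpa (4 and 9 when adjusted over the list alone, 4 and 10 after centring on the median gene, camera in limma, Benjamini-Hochberg adjusted p = 0.00263, and adjusted p = 0.303 with an estimated correlation). At 1 dpa 6 genes of the list were higher and 8 lower (5 and 10 after centring), with eno1b at 11.9 ± 0.707 TPM against 0.400 ± 0.0608 TPM at 0 dpa (SD, n = 3, log2 fold change 3.21, limma, Benjamini-Hochberg adjusted p = 5.46e-09). Of 20 angiogenesis and hypoxia genes, 4 were higher and 7 lower at 3 dpa (4 and 7 when adjusted over the list alone, 1 and 11 after centring on the median gene, camera in limma, Benjamini-Hochberg adjusted p = 0.00260, and adjusted p = 0.305 with an estimated correlation). In that list plod2, a collagen-modifying enzyme gene, rose by 3.43, and igfbp1b and hif1al had log2 fold changes of −2.20 and −2.23.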

A subset of GO processes at an individual stage overlapped with neighboring stages, with 73 enriched processes shared between 1 and 3 dpa, 39 between 3 and 7 dpa, 2 between 7 and 14 dpa, and 2 between 14 and 21 dpa. There was no overlap between 21 and 30 dpa. 

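Genes of protein folding in the endoplasmic reticulum rose at 1 dpa. The chaperone genes calrl and hsp90b1 went from 4.15 ± 1.21 to 73.4 ± 2.39 TPM and from 14.0 ± 3.79 to 156 ± 17.5 TPM (SD, n = 3, log2 fold changes 3.88 and 3.42, limma, Benjamini-Hochberg adjusted p = 2.15e-09 and 1.81e-08), and the disulphide isomerase gene pdia4 rose by 3.65. Of 25 unfolded protein response genes, 21 were higher and 1 lower at 1 dpa (22 and 1 when adjusted over the list alone, 18 and 2 after centring on the median gene, camera in limma, Benjamini-Hochberg adjusted p = 1.61e-05, and adjusted p = 0.600 with an estimated correlation). At 3 dpa 21 of them were higher and 2 lower (17 and 3 after centring). Among cytosolic chaperones and their regulators, of 22 heat shock genes, 13 were higher and 3 lower at 3 dpa (13 and 3 when adjusted over the list alone, 8 and 6 after centring on the median gene, camera in limma, Benjamini-Hochberg adjusted p = 0.871, and adjusted p = 0.977 with an estimated correlation).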

The overlap of 73 GO terms between 1 and 3 dpa have parental terms including Nucleotide Biosynthesis, Response to Stimulus, Protein Folding, Actin Cytoskeleton Organization, and Generation of Precursor Metabolites and Energy.

**Fig. 3:**
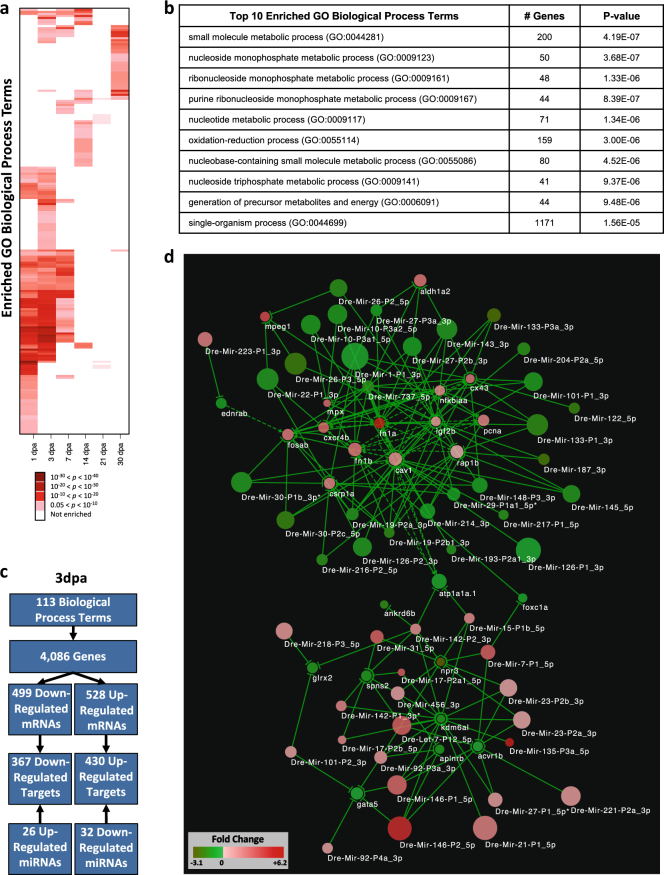
Regulation of enriched Gene Ontology (GO) biological process terms by miRNAs. **a** Patterns of enriched GO terms for differentially expressed mRNAs at 1, 3, 7, 14, 21, and 30 dpa relative to 0 dpa, as shown by two-dimensional hierarchical clustering. Enriched terms are colored from white (not enriched) to red (enriched) based on log_2_(FDR). **b** Top 10 enriched GO terms for genes differentially expressed at 3 dpa relative to 0 dpa. **c** Workflow to identify set of mRNAs differentially expressed at 3 dpa relative to 0 dpa predicted to be targeted by miRNAs that were also differentially expressed at 3 dpa relative to 0 dpa. **d** String analysis depicting a subset of miRNA–mRNA network for 3 dpa relative to 0 dpa containing 22 upregulated and 29 downregulated miRNAs predicted to regulate 14 upregulated and 11 downregulated mRNAs known to be required for zebrafish heart regeneration

The Immune System Process GO term was enriched at 1 and 7 dpa. 

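At 1 dpa the macrophage genes marco, a scavenger receptor, and mpeg1, a perforin, stood at 123 ± 11.4 and 27.3 ± 7.87 TPM against 8.03 ± 1.49 and 2.61 ± 0.409 TPM at 0 dpa (SD, n = 3, log2 fold changes 3.79 and 2.94, limma, Benjamini-Hochberg adjusted p = 9.46e-06 and 1.14e-06). At 7 dpa they were at 35.6 ± 8.76 and 15.7 ± 3.04 TPM (SD, n = 3). Of 22 interferon response genes, 12 were higher and 1 lower at 1 dpa (12 and 1 when adjusted over the list alone, 7 and 2 after centring on the median gene, camera in limma, Benjamini-Hochberg adjusted p = 0.233, and adjusted p = 0.712 with an estimated correlation), among them irf9, a transcription factor of the interferon response, which rose by 1.44. At 7 dpa 8 genes of that list were higher and 2 lower (8 and 2 after centring). The suppressor of cytokine signalling socs3b rose by 2.64 at 1 dpa, from 9.18 ± 3.10 to 61.0 ± 12.4 TPM (SD, n = 3), and at 7 dpa its log2 fold change was 0.48 (limma, Benjamini-Hochberg adjusted p = 0.444).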

At the individual gene level, a total of 211 Immune System Process genes were differentially expressed for at least one of the time points. Approximately 18% of the 211 Immune-Related Genes were consistently differentially expressed at 1, 3, and 7 dpa. 

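epor, the erythropoietin receptor gene, had 31.2 ± 6.46 TPM at 0 dpa and its lowest level at 14 dpa, 4.45 ± 3.66 TPM (SD, n = 3); its log2 fold changes from 1 to 30 dpa were −1.14, −1.95, −1.36, −2.75, −1.69 and −1.07 (limma, Benjamini-Hochberg adjusted p between 6.98e-05 and 0.0457). clpxa, a mitochondrial chaperone gene of haem synthesis, lay between −0.68 at 3 dpa and −0.54 at 30 dpa, and zgc:101846 between −0.96 at 3 dpa and −0.43 at 1 dpa, past the threshold at all 6 stages. The iron transporter gene slc11a2 had log2 fold changes of −1.03, −1.14, −1.05, −1.12 and −0.90 from 3 dpa on, all called, and of −0.43 at 1 dpa (limma, Benjamini-Hochberg adjusted p = 0.0954; centred on the median gene −0.86, adjusted p = 0.00145). Of 25 erythroid and haem synthesis genes, 2 were higher and 10 lower at 14 dpa (2 and 10 when adjusted over the list alone, 2 and 10 after centring on the median gene, camera in limma, Benjamini-Hochberg adjusted p = 0.0166, and adjusted p = 0.723 with an estimated correlation). The haem synthesis gene cpox and the transferrin receptor gene tfr1b were higher at 14 dpa, by 2.18 and 2.07.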

*Epor, clpxa, slc11a2*, and *zgc:101846* were consistently downregulated across all time points, and *epor*,^51^ *clpxa*,^52^ and *slc11a2*^53^ have known roles in hematopoiesis or erythropoiesis. How and to what extent these immune genes influence tissue regeneration is less understood.

Although tissue regeneration is generally regarded as a continuum of multiple cellular processes that coordinate the replacement of dying tissue with functional cells, we noted that 88 (47%) of the 185 enriched processes were specifically enriched at a single time point, suggesting that these processes align with distinct stages. The time point with the most stage-specific terms was 1 dpa, with 31 unique enriched processes. As a percentage, 14, 21, and 30 dpa had the highest proportions of stage-specific terms, 39% (7/18), 45% (5/11), and 77% (23/30), respectively. For example, Negative Regulation of Cell Fate Commitment (GO:0010454) was enriched at 14 dpa (*p* = 0.00085) with four differentially expressed genes, *fgf17, klf2a, klf2b*, and *tmem88a* (Supplemental Table S8). Both Krupple-like transcription factors, *klf2a* and *klf2b*, were upregulated at 14 and 21 dpa, and are associated with pluripotency and self-renewal of mammalian embryonic stem cells.^54^ 

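klf2a had 29.9 ± 5.23 TPM at 0 dpa, 79.5 ± 29.7 TPM at 14 dpa and 107 ± 15.3 TPM at 21 dpa, and klf2b 6.53 ± 1.23, 33.4 ± 17.6 and 28.0 ± 11.5 TPM (SD, n = 3). The log2 fold changes at 14 and 21 dpa were 1.33 and 1.81 for klf2a and 2.08 and 1.88 for klf2b (limma, Benjamini-Hochberg adjusted p = 0.000297, 2.72e-05, 0.00102 and 0.00290). Both are flow-responsive genes of the endothelium, and of 30 endothelium and endocardium genes, 9 were higher and 3 lower at 21 dpa (9 and 3 when adjusted over the list alone, 9 and 7 after centring on the median gene, camera in limma, Benjamini-Hochberg adjusted p = 0.758, and adjusted p = 0.995 with an estimated correlation); the water channel gene aqp8a.1 of that list rose by 1.81. They are also immediate-early genes, and of 46 immediate-early response genes, 35 were higher and 2 lower at 21 dpa (37 and 3 when adjusted over the list alone, 31 and 3 after centring on the median gene, camera in limma, Benjamini-Hochberg adjusted p = 2.95e-12, and adjusted p = 0.659 with an estimated correlation), among them mycb, nr4a1, jun and jund, by 2.26, 3.42, 3.08 and 3.44.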

Studies of zebrafish development have demonstrated essential roles for *klf2a* and *klf2b* in ectoderm development.^55^

### miRNA control of regenerative processes

After defining a high-level map of enriched Biological Process terms for each stage, we next asked which miRNAs regulate biological processes involved with early events in heart regeneration. Cardiomyocyte proliferation and migration are required for regeneration; these coupled processes begin by 1 dpa and peak between 3 and 7 dpa.^56^ Using expression data from 3 dpa, we identified the subset of predicted target genes for the 26 significantly upregulated and 32 downregulated miRNAs that were annotated to any of the 112 enriched GO Biological Process terms (Fig. 3c). As miRNA binding to target gene can result in mRNA degradation,^57^ we required that target genes have inverse expression compared to the miRNA. For upregulated miRNAs, there were 367 downregulated predicted targets and 430 upregulated predicted targets of the downregulated miRNAs. Among these targets were 14 upregulated and 11 downregulated genes previously identified to be required for heart regeneration and/or development (Fig. 3d). A general feature of this network is that several miRNAs are predicted to regulate the same target genes, suggesting synergistic downregulation of the mRNA. This network includes the known miRNA targeting interaction between the downregulated miRNA, Mir-133-P3a_3p, and the upregulated target cell junction gene, connexin 43 (*cx43*)^12^ (Fig. 3d).

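The muscle miRNA Mir-133-P3a_3p was measured at 69.3 ± 45.2 CPM at 7 dpa, 70.4 ± 44.8 CPM at 14 dpa, 137 ± 56.7 CPM at 21 dpa and 103 ± 12.2 CPM at 30 dpa (SD, n = 3). At these stages its log2 fold changes were −1.03, −1.004, −0.04 and −0.45, and none passed the threshold (edgeR's quasi-likelihood test, Benjamini-Hochberg adjusted p = 0.119, 0.130, 0.958 and 0.831). The mRNA of cx43 stayed higher at all 4, with log2 fold changes of 2.07, 2.12, 1.42 and 0.89 (limma, Benjamini-Hochberg adjusted p = 0.00370 at 30 dpa, the largest of them), and levels of 11.4 ± 2.75 TPM at 7 dpa and 4.36 ± 0.401 TPM at 30 dpa (SD, n = 3).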

Recently, our group demonstrated that miR-101 depletion was required for zebrafish heart regeneration by stimulating expression of the transcription factor and miR-101 target gene, *fos*.^13^ To further explore potential roles in which miR-101 may regulate transcription factors, we used RegenDbase to identify all transcriptional factors that were upregulated at 3 dpa and predicted to be targeted by miR-101. Six transcription factors were identified, including two members of the FOS family, *fos* and *fosl2* (Supplementary Table S9). 

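fos rose from 8.35 ± 10.2 TPM at 0 dpa, where the 3 pools differed widely, to 53.5 ± 9.84 TPM at 3 dpa (SD, n = 3, log2 fold change 3.10, SE 0.56, limma, Benjamini-Hochberg adjusted p = 0.000142). fosl2 rose from 3.89 ± 1.22 to 15.0 ± 3.80 TPM (SD, n = 3, log2 fold change 1.72, SE 0.34, limma, Benjamini-Hochberg adjusted p = 0.000315). Both encode partners of the AP-1 dimer, whose junba and junbb subunit genes rose by 3.06 and 1.62 at 3 dpa. At 21 dpa fos stood at 112.99 ± 47.3 TPM and fosl2 at 27.8 ± 12.9 TPM (SD, n = 3). The paper chose the 6 factors for being upregulated in these samples.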

The macrophage and B-cell transcription factors, *spi1a* and *spi1b*, are both upregulated. 

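spi1a rose from 2.94 ± 0.0889 TPM to 24.1 ± 1.11 TPM at 3 dpa and spi1b from 3.67 ± 0.255 TPM to 78.0 ± 2.61 TPM (SD, n = 3). The log2 fold changes were 2.67 (SE 0.33) and 4.08 (SE 0.36, limma, Benjamini-Hochberg adjusted p = 2.18e-06 and 5.17e-08).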

The C/EBP transcription factor, *cebpb*, has a required role in epicardial activation during zebrafish heart development and following injury.^58^ This analysis shows the utility of RegenDbase to identify both known and new candidate genes through the integration of miRNA targeting information. 

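cebpb rose from 16.4 ± 12.1 TPM at 0 dpa to 107 ± 8.94 TPM at 3 dpa (SD, n = 3, log2 fold change 2.84, SE 0.42, limma, Benjamini-Hochberg adjusted p = 1.67e-05). hmga1a, a chromatin protein gene and the remaining member of the 6, rose from 27.3 ± 1.29 to 99.1 ± 23.8 TPM (SD, n = 3, log2 fold change 1.80, limma, Benjamini-Hochberg adjusted p = 2.9e-06).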

Although we did not consider multiple miRNAs in this analysis, the RegenDbase miRNA search function can be used to identify genes co-targeted by two or three miRNAs. Thus, RegenDbase is a powerful tool to elucidate miRNA regulatory networks in regeneration.

### lncRNA expression during zebrafish heart regeneration

lncRNAs are multi-exonic transcripts >200nt without known protein function that control gene expression at the epigenetic, transcription and post-transcriptional levels.^59,60^ Recently, lncRNAs have been shown to control key genetic circuits important for development, disease, and tissue repair.^61–66^ The identification and extent that lncRNAs control cardiac regeneration circuits, however, remain largely unknown. Employing the RegenDbase functionality for analyses of RNA-sequencing dataset across zebrafish heart regeneration, we identified a subset of previously annotated lncRNAs that were differentially expressed during 1 and 3 dpa of regeneration and the antisense or adjacent protein-coding genes that were also differentially expressed (Supplementary Fig. S1).

Differentially expressed lncRNAs were first identified by annotated biotype. As some lncRNAs have been shown to regulate the expression of neighboring protein-coding genes, we used the RegenDbase proximity search features to identify the subset of lncRNAs that have overlapping gene coordinates or that were adjacent to a differentially expressed protein-coding gene. *Lnc-si:ch211-169j21.5* transcript is antisense to *arcp5b*, encoding a tumor suppressor, and adjacent to the extracellular matrix gene, hemicentin 1 (*hmcn1*). 

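The lncRNA gene si:ch211-169j21.5 rose from 0.353 ± 0.114 TPM at 0 dpa to 3.73 ± 0.871 TPM at 1 dpa and 3.92 ± 0.622 TPM at 3 dpa (SD, n = 3, log2 fold changes 1.79 and 1.86, limma, Benjamini-Hochberg adjusted p = 1.01e-05 and 5.18e-06). The antisense gene arpc5b, which encodes a subunit of the Arp2/3 actin nucleator, rose over the same stages from 4.48 ± 0.706 to 43.6 ± 5.60 and 51.6 ± 0.635 TPM (SD, n = 3, log2 fold changes 3.02 and 3.27, limma, Benjamini-Hochberg adjusted p = 4.73e-07 and 1.22e-07). The libraries were strand-specific; whether reads of the overlap were assigned by strand is not stated in the sources used here.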

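hmcn1, which encodes a matrix protein of the fibulin family, had 5.42 ± 0.647 TPM at 0 dpa, 2.23 ± 0.690 TPM at 1 dpa and 4.74 ± 1.29 TPM at 3 dpa (SD, n = 3). Its log2 fold changes were −1.01 (SE 0.19, limma, Benjamini-Hochberg adjusted p = 0.000211) and −0.18 (SE 0.19, limma, Benjamini-Hochberg adjusted p = 0.432). At 3 dpa the value centred on the median gene was −0.66 and passed the threshold (limma, Benjamini-Hochberg adjusted p = 0.000658).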

Expression of *hmcn1* is inversely correlated with *lnc-si:ch211-169j21.5* at 1 and 3 dpa (Fig. 4a). Mouse *hmcn1* has been shown to have a role in myocardium remodeling in a mouse model of myocardial infarction.^67^ 

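The lncRNA gene si:ch211-260o22.1 fell from 3337 ± 235 TPM at 0 dpa to 2571 ± 345 TPM at 1 dpa and 1861 ± 131 TPM at 3 dpa (SD, n = 3, log2 fold changes −0.38 and −0.84, limma, Benjamini-Hochberg adjusted p = 0.0111 and 8.86e-06). cep85l, a centrosomal protein gene, rose from 1.34 ± 0.131 to 2.16 ± 0.226 and 2.32 ± 0.262 TPM (SD, n = 3, log2 fold changes 0.43 and 0.50, limma, Benjamini-Hochberg adjusted p = 0.00916 and 0.00293). Centred on the median gene the rise of cep85l was lost at both stages, with 0.02 left at 3 dpa (limma, Benjamini-Hochberg adjusted p = 0.991 at 1 dpa and 0.871 at 3 dpa).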

*Lnc-si:ch211-260o22.1* also had an opposite expression pattern to the centrosomal protein 85 like (*cep85l*) gene. Translocations involving human *CEB85L* have been found in patients with myeloproliferative neoplasms.^68^ 

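The lncRNA gene si:ch211-262n1.5 had 30.4 ± 4.08 TPM at 0 dpa, 6.89 ± 2.56 TPM at 1 dpa and 6.34 ± 1.80 TPM at 3 dpa (SD, n = 3, log2 fold changes −2.04 and −2.12, limma, Benjamini-Hochberg adjusted p = 4.18e-06 and 2.03e-06). foxp2, a forkhead transcription factor gene, also fell, from 5.03 ± 1.46 to 2.73 ± 0.532 TPM at 1 dpa and 1.42 ± 0.180 TPM at 3 dpa (SD, n = 3, log2 fold changes −0.67 and −1.29, limma, Benjamini-Hochberg adjusted p = 0.00303 and 4.86e-06). Both were at their lowest at 3 dpa, and at 30 dpa neither was called, with log2 fold changes of −0.16 and −0.15.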

The *lnc*-*si:ch211-260n1.5* spans several exons of the *foxp2* transcription factor on the opposite strand. Mouse *foxp2* mutants have abnormal electrical conduction systems, displaying R-wave amplitudes.^69^ The growth factor periostin (*postnb*) was upregulated and the neighboring *lnc-si:dkey-74i1.3* was downregulated. 

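postnb had 10.4 ± 4.20 TPM at 0 dpa, 6.99 ± 1.30 TPM at 1 dpa and 153 ± 43.3 TPM at 3 dpa (SD, n = 3). The log2 fold change was −0.46 at 1 dpa (SE 0.27, limma, Benjamini-Hochberg adjusted p = 0.158) and 3.78 at 3 dpa (SE 0.27, limma, Benjamini-Hochberg adjusted p = 4.04e-09). Its highest mean of the 7 stages, 192 ± 25.7 TPM, came at 7 dpa (SD, n = 3).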

The *lnc-si:ch211-108p6.6* had opposite expression to *zgc:198241*, a gene that encodes a protein with an immunoglobulin domain. 

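The lncRNA gene si:ch211-108p6.6 had 20.4 ± 5.96 TPM at 0 dpa, 5.94 ± 2.17 TPM at 1 dpa and 29.7 ± 6.66 TPM at 3 dpa (SD, n = 3). Neither difference passed the threshold (log2 fold changes −1.64 and 0.54, SE 0.68, limma, Benjamini-Hochberg adjusted p = 0.0515 and 0.526). zgc:198241 rose from 2.85 ± 0.291 to 12.7 ± 2.36 TPM at 1 dpa and 9.66 ± 2.15 TPM at 3 dpa (SD, n = 3, log2 fold changes 1.82 and 1.45, limma, Benjamini-Hochberg adjusted p = 1.6e-05 and 0.000135).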

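hp1bp3, a heterochromatin-binding protein gene, rose from 10.7 ± 1.48 TPM at 0 dpa to 29.4 ± 7.76 TPM at 1 dpa and 37.8 ± 8.92 TPM at 3 dpa (SD, n = 3, log2 fold changes 1.35 and 1.71, limma, Benjamini-Hochberg adjusted p = 1.75e-05 and 9.25e-07). The lncRNA gene si:dkey-61o18.2 went from 2.07 ± 0.965 TPM (SD, n = 3) at 0 dpa to 0.10, 0 and 0 TPM in the 3 libraries of 1 dpa, and was at 1.59 ± 0.971 TPM at 3 dpa (SD, n = 3). Its log2 fold change was −1.52 at 1 dpa (limma, Benjamini-Hochberg adjusted p = 0.000253) and −0.26 at 3 dpa (limma, Benjamini-Hochberg adjusted p = 0.467).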

A regulator for cell cycle progression, *hp1bp3*,^70^ was also upregulated and its neighboring *lnc*-*si:dkey-61o18.2* was downregulated. The expression changes for lncRNAs and potential target transcripts were validated using qPCR analysis from uninjured, 1, and 3 dpa regenerating heart tissues (Fig. 4a). Expression by qPCR correlated with the RNA-Sequencing results for all lncRNAs except for *lnc-si:ch211-262n1.5* and *lnc-si:dkey-74i1.3* at 1 dpa. The expression patterns for the protein-coding genes were also confirmed by qPCR except for *hmcn1, ceb85l, foxp2* at 1 dpa and *hp1bp3* (Fig. 4a).

**Fig. 4:**
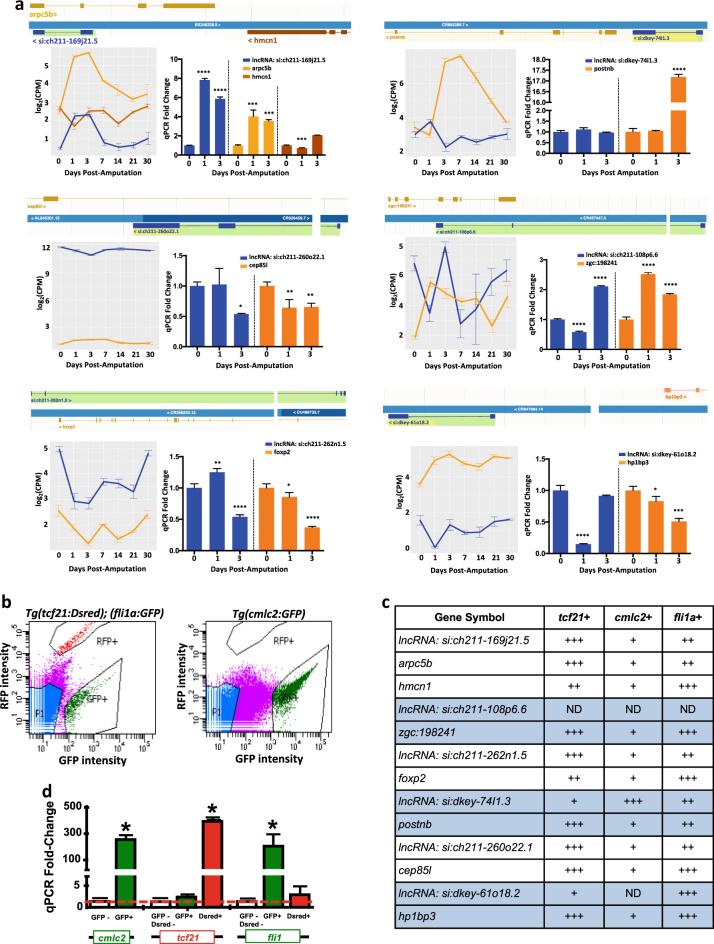
Identification of known lncRNAs that were differentially expressed during early stages of zebrafish heart regeneration. **a** Schematic showing relative genomic location of lncRNAs and corresponding protein-coding genes from Ensembl, gene expression levels from RNA-Seq in 0, 1, 3, 7, 14, 21, and 30 dpa, and qPCR validation of expression in 0, 1, and 3 dpa regenerating ventricles. Error bars indicate standard error of the mean (s.e.m). **b** Flow cytometry plots showing gating of epicardial *(Tg(tcf21:Dsred))*, endocardial *(Tg(fli1a:GFP))*, and cardiomyocyte *(Tg(cmlc2:GFP))* cells from 3 dpa dissociated ventricles. **c** Relative expression of lncRNAs and antisense or adjacent protein-coding gene in *tcf21+*, *cmlc2+*, and *fli1+* cells at 3 dpa by qPCR studies (*ND* not detected, *(+)* low expression, *(++)* 1.5–2.0-fold increase, *(+++)* 2.0 or higher-fold increase in expression). Error bars indicate s.e.m

Next, we examined the cellular distribution of these six lncRNAs and neighboring protein-coding genes at 3 dpa within the three major cardiac tissues: epicardium, myocardium, and endocardium. We resected adult zebrafish hearts, dissociated ventricles, and isolated cells using fluorescence-activated cell sorting (FACS) (Fig. 4b, c). Total RNA was subsequently extracted for qPCR studies. Interestingly, these studies showed that most lncRNAs and their putative target mRNAs are enriched in the epicardium and endocardium, two tissues that craft an instructive microenvironment for new cardiomyocyte synthesis (Fig. 4c). We observed strong expression of *arpc5b, hmcn1, zgc:198241, foxp2, postnb*, and *cep85l* in the epicardium and endocardium. The three lncRNAs antisense or adjacent to *arpc5b, hmcn1, foxp2*, and *cep85l* were also strongly expressed in the epicardium and endocardium. The expression of *lnc-si:dkey-74I1.3* was highest in cardiomyocytes and lowest in the epicardium, a profile that is opposite to the expression distribution of *postnb*. The inverse expression patterns suggest that *lnc-si:dkey-74l1.3* may negatively regulate *postnb* expression in the epicardium and cardiomyocytes. Both genes were expressed at approximately equal levels in the endocardium. The expression of *lnc-si:ch211-108p6.6* was not detected in the three major cardiac tissues. Quantification of *cmlc2*, *tcf21*, and *fli1* expression levels in sorted cells confirm the enrichment of cardiac differentiation markers in specific cell populations after FACS (Fig. 4d). Thus, the expression and distribution analyses of lncRNAs suggest that these noncoding RNAs regulate myocardium regeneration by stimulating epicardium and endocardium activity to create an instructive injury microenvironment.

### Identification of novel lncRNAs expressed during early stages of zebrafish heart regeneration

We applied an analysis workflow to identify potential novel lncRNAs expressed during heart regeneration that had not been previously annotated (Supplementary Fig. S4a). After modeling transcripts based on aligned reads using StringTie,^71^ we identified a set of 3741 genes not annotated by Ensembl and identified a subset of 2820 putative noncoding genes. A set of 743 putative novel lncRNAs had multiple exons and a length greater than 200 bp and 429 were differentially expressed at early (1 and 3 dpa) or later time points compared to uninjured tissues (Supplementary Fig. S4b, Supplementary Table S10 and S11). Examination of the 119 putative novel lncRNAs unique to 1 dpa and/or 3 dpa revealed 28 that were not highly repetitive and lacked strong protein alignments. Five of these candidates were antisense or adjacent to differentially expressed protein-coding genes with previously described roles in cell proliferation or heart development (Fig. 5). 

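sulf2b, which encodes an enzyme that removes sulphate from heparan sulphate chains, rose from 1.86 ± 0.365 TPM at 0 dpa to 12.2 ± 2.499 TPM at 1 dpa and 20.7 ± 4.85 TPM at 3 dpa (SD, n = 3, log2 fold changes 2.19 and 2.91, limma, Benjamini-Hochberg adjusted p = 9.02e-07 and 2.42e-08).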

A cell growth regulator, sulfatase 2b (*sulf2b*), that regulates WNT signaling^72^ was proximal to a possible novel lncRNA, *lnc-sulf2b*, and antisense to another potential novel lncRNA, *lnc-sulf2b-as*. Expression of *sulf2b* was increased during both heart regeneration as well as a previous study of zebrafish caudal fin regeneration.^73^ 

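dusp6, which encodes a phosphatase of ERK, had 76.8 ± 11.7 TPM at 0 dpa, 74.3 ± 6.92 TPM at 1 dpa and 93.8 ± 20.9 TPM at 3 dpa (SD, n = 3). The log2 fold changes were −0.04 (SE 0.17, limma, Benjamini-Hochberg adjusted p = 0.864) and 0.27 (SE 0.17, limma, Benjamini-Hochberg adjusted p = 0.188). Centred on the median gene, the value at 1 dpa was −0.47 and passed the threshold (limma, Benjamini-Hochberg adjusted p = 0.00894). At 21 and 30 dpa dusp6 rose by 0.82 and 1.16.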

The putative novel lncRNA, *lnc-dusp6*, was proximal to dual specificity phosphatase 6 (*dusp6*), and both genes were downregulated during early time points. *Dusp6* mutant mice had increased numbers of cardiomyocytes and heart weight.^74^ *Lnc-susd2* was proximal to sushi domain containing 2 (*susd2*), a receptor shown to interact with galectin-1 to inhibit cellular proliferation in studies of the human homolog.^75^ *Lnc-parp3* was proximal to poly(ADP-ribose) polymerase 3 (*parp3*). 

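parp3 rose from 4.05 ± 1.20 TPM at 0 dpa to 21.45 ± 2.81 TPM at 1 dpa and 20.3 ± 1.40 TPM at 3 dpa (SD, n = 3, log2 fold changes 2.17 and 2.102, limma, Benjamini-Hochberg adjusted p = 3.53e-08 and 2.64e-08). It was higher at all later stages, by 1.32 at 7 dpa and between 0.90 and 1.01 at 14, 21 and 30 dpa.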

The mouse homolog, *parp3*, has been associated with cell cycle progression through DNA break repair and histone modification.^76^ *Lnc-parp3* was also distal to caveolin 3 (*cav3*), a component of myocyte caveolae involved in natriuretic peptide signaling and cardiac hypertrophy in a mouse overexpression model,^77^ but *cav3* was not differentially expressed. 

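cav3 had 24.8 ± 3.15 TPM at 0 dpa, 30.0 ± 2.86 TPM at 1 dpa and 41.1 ± 2.28 TPM at 3 dpa (SD, n = 3, log2 fold changes 0.27 and 0.71, SE 0.13, limma, Benjamini-Hochberg adjusted p = 0.0903 and 0.00014). Centred on the median gene it was not called at 3 dpa (0.23, limma, Benjamini-Hochberg adjusted p = 0.142). At 14 dpa cav3 was higher by 0.75 on the deposited scale and by 0.68 after centring (limma, Benjamini-Hochberg adjusted p = 0.000331 and 0.000735).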

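tmed7 had 24.7 ± 1.85 TPM at 0 dpa, 45.2 ± 8.96 TPM at 1 dpa and 40.3 ± 11.0 TPM at 3 dpa (SD, n = 3, log2 fold changes 0.82 and 0.65, limma, Benjamini-Hochberg adjusted p = 0.00138 and 0.00721), and after centring it was not called at 3 dpa (0.17, limma, Benjamini-Hochberg adjusted p = 0.326). The mature arm Mir-7-P4_5p had 20.8 ± 4.25 CPM at 0 dpa, and its log2 fold changes from 1 to 30 dpa were 0.18, 0.25, −0.21, −0.62, −0.45 and −0.30 (edgeR's quasi-likelihood test, smallest Benjamini-Hochberg adjusted p = 0.345, at 14 dpa).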

Finally, *lnc-tmed7* was distal to transmembrane p24 trafficking protein 7 (*tmed7*), and proximal to *mir7a-3*, but mature Mir-7-P4 was not differentially expressed (Fig. 5). The proximity of these five putative novel lncRNAs to differentially expressed protein-coding genes make them strong candidate regulators of heart regeneration.

**Fig. 5:**
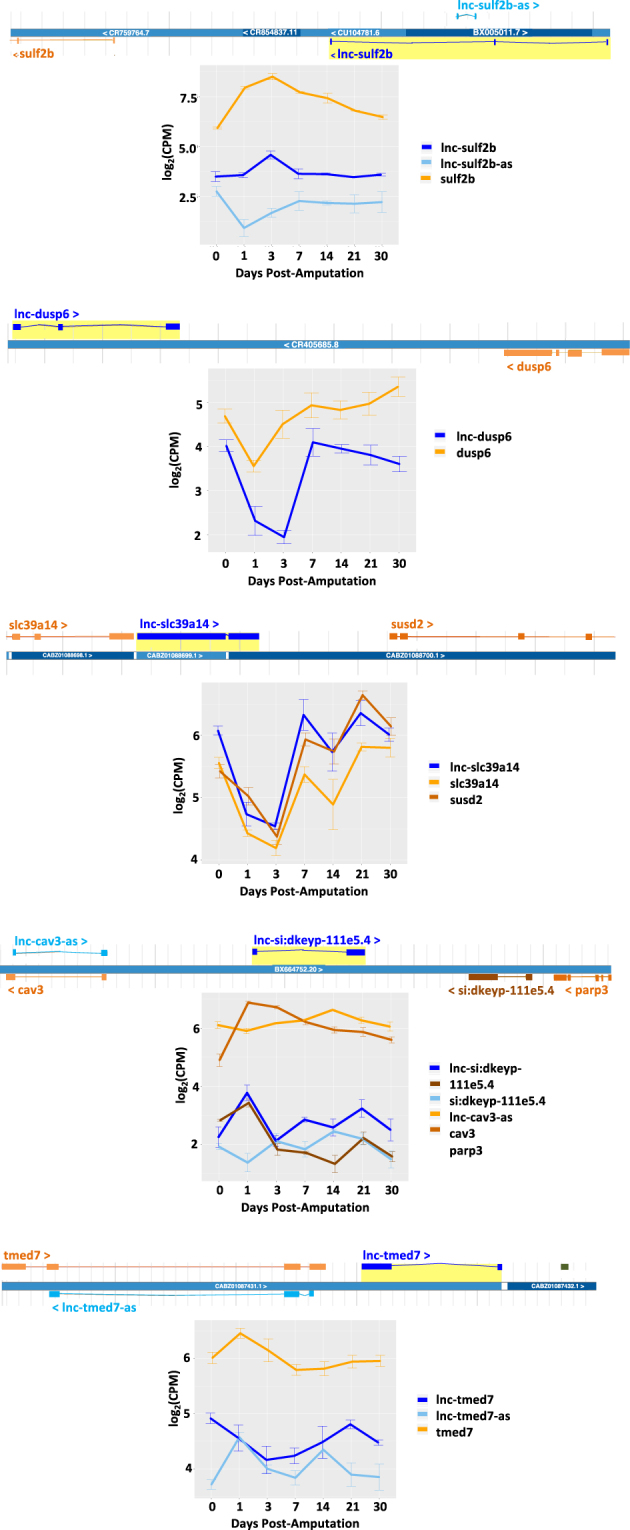
Unique lncRNAs and associated target genes during zebrafish and mouse heart regeneration. Expression of select zebrafish novel lncRNAs adjacent to protein-coding genes and corresponding protein-coding genes that were differentially expressed at 1 and/or 3 dpa relative to 0 dpa. Error bars indicate standard error of the mean

### Comparative analysis of zebrafish and neonatal mouse heart regeneration

The ability to perform cross-species comparisons is necessary to identify a conserved regulatory circuit for regeneration of specific tissues. In contrast to other regeneration databases, RegenDbase represents orthologous genes, thereby enabling comparisons among organisms. Here, we compared a previously published RNA-Seq dataset from resected neonatal mouse hearts^78^ with our own profiling data from zebrafish hearts at comparable time points during regeneration. Neonatal murine hearts have been shown to fully regenerate missing heart muscle in a manner analogous to the adult zebrafish heart.^79^ For the neonatal mouse study, we used the expression data from the in vivo study so that we could directly compare regeneration in both models. We reanalyzed the RNA-Seq data from this study and found 215 differentially expressed genes from the 1 dpa sham vs. 1 dpa resection comparison and the 29 genes from the 7 dpa sham vs. 7 dpa resection comparison (Supplementary Table S12). A total of 68 ortholog groups were differentially expressed in at least one contrast in both organisms (Supplementary Table S13). 

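Of the zebrafish genes in the paper's comparison with mouse (Table S13), 104 were measured. limma called 70 higher and 12 lower at 1 dpa (56 and 21 after centring on the median gene) and 78 higher and 7 lower at 3 dpa (73 and 18 after centring). The TGFβ-induced gene tgfbi rose from 1.16 ± 0.0404 to 14.1 ± 6.75 TPM at 3 dpa, the integrin gene itgb2 from 5.56 ± 0.513 to 44.9 ± 3.28 TPM, and nfkbiaa, the gene of an NFκB inhibitor, from 10.3 ± 2.38 to 47.7 ± 4.09 TPM (SD, n = 3). Their log2 fold changes at 3 dpa were 2.69, 2.81 and 2.12 (limma, Benjamini-Hochberg adjusted p = 6.4e-07, 1.2e-07 and 2.01e-06). The phosphate transporter gene slc34a2b fell from 7.07 ± 1.70 to 3.62 ± 0.605 TPM (SD, n = 3, log2 fold change −0.79). The list was chosen for expression in these samples, so its counts are not independent evidence. The mouse data were not analysed here.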

A subset of those ortholog groups that are involved with several biological processes including the immune response, ion transport along with TGFβ, NFκB, and integrin signaling (Supplementary Table S14). NFκB signaling has recently been demonstrated to be required for zebrafish heart regeneration.^80^ In that study, *nfkbiaa* was shown to be highly upregulated during regeneration. 

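At 3 dpa mpeg1 stood at 50.3 ± 6.91 TPM and marco at 153 ± 31.9 TPM (SD, n = 3). These are log2 fold changes of 3.83 (SE 0.33) and 4.08 (SE 0.52) over 0 dpa (limma, Benjamini-Hochberg adjusted p = 3.91e-08 and 3.16e-06).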

Two of the genes, *mpeg1* and *marco*, are associated with macrophages suggesting a common role of the immune system in regeneration, consistent with studies in the neonatal mouse.^78^ Six of these genes, *bub1, casc5, cenpe, cenph, nuf2*, and *spc25*, are involved in regulating cell cycling. These genes interact during the spindle assembly checkpoint during cell division.^81^

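All 6 genes were higher at 3 dpa. The checkpoint kinase gene bub1 rose from 0.0833 ± 0.0115 to 4.34 ± 1.24 TPM and the kinetochore genes casc5, cenpe, cenph, nuf2 and spc25 to 2.35 ± 0.670, 5.92 ± 2.09, 4.60 ± 0.388, 11.4 ± 1.56 and 8.87 ± 1.03 TPM (SD, n = 3). The log2 fold changes of bub1, casc5, cenpe, cenph, nuf2 and spc25 were 2.28, 1.68, 2.27, 2.35, 2.32 and 2.94 (limma, Benjamini-Hochberg adjusted p between 7.87e-08 and 2.31e-05). Most had under 1 TPM at 0 dpa, where the pseudocount of 1 lowers the fold change. At 1 dpa cenpe and nuf2 were not called (limma, Benjamini-Hochberg adjusted p = 0.124 and 0.219), and after centring none of the 6 was called there (limma, Benjamini-Hochberg adjusted p between 0.0654 and 0.890).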

Looking beyond in vivo comparisons in the neonatal mouse study, we also examined the expression of *il13* which has been shown to induce cardiomyocyte proliferation in vitro by regulating proliferation through *Stat3* and *Stat6*.^78^ We observed that zebrafish *il13* was upregulated by 11.14-fold at 3 dpa, and *stat3* was upregulated by 1.74-fold at 1 dpa (Supplementary Table S12). 

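il13 rose from 0.183 ± 0.0971 TPM at 0 dpa to 4.34 ± 4.05 TPM at 3 dpa (SD, n = 3, log2 fold change 1.92, SE 0.38, limma, Benjamini-Hochberg adjusted p = 0.000289), with a spread between the pools nearly as large as the mean. stat3 rose from 18.7 ± 4.75 TPM to 44.3 ± 11.4 TPM at 1 dpa (SD, n = 3, log2 fold change 1.20, limma, Benjamini-Hochberg adjusted p = 0.00165), and at 3 dpa its log2 fold change was 0.39 (limma, Benjamini-Hochberg adjusted p = 0.248).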

Taken together, the striking similarity between zebrafish and mouse heart regeneration suggest common mechanisms and indicate zebrafish studies are highly informative for understanding mammalian tissue repair and regeneration.

To determine the interaction between lncRNAs with heart regeneration genes, we conducted a String analysis integrating differently regulated lncRNAs from the early stages of adult zebrafish and neonatal mouse heart regeneration. In the neonatal mouse heart, 12 lncRNAs were differentially expressed at 1 dpa and two lncRNAs were differentially expressed at 7 dpa (Fig. 6). Three of these 12 lncRNAs are antisense to protein-coding genes. *Lnc*-*Gm15419* expression is upregulated and oriented antisense to the extracellular matrix gene, collagen 4a2 (*Col4a2*). Likewise, *Lnc*-*Gm26794* is also upregulated, but positioned antisense to the potassium channel, *Kcnj3*. A third lncRNA, *lnc-Gm12167*, was downregulated and is antisense to interleukin 2 inducible T-cell kinase, *Itk*. These interaction analyses suggest that a subset of lncRNA-adjacent mRNA units provides an additional layer of regulatory control on expression of conserved heart regeneration genes (Fig. 6). LncRNAs are a relatively new group of gene expression regulators and defining their functional roles during heart regeneration in both regeneration competent and incompetent research systems is a critical next step toward understanding the regulatory complexity of heart regeneration.

**Fig. 6:**
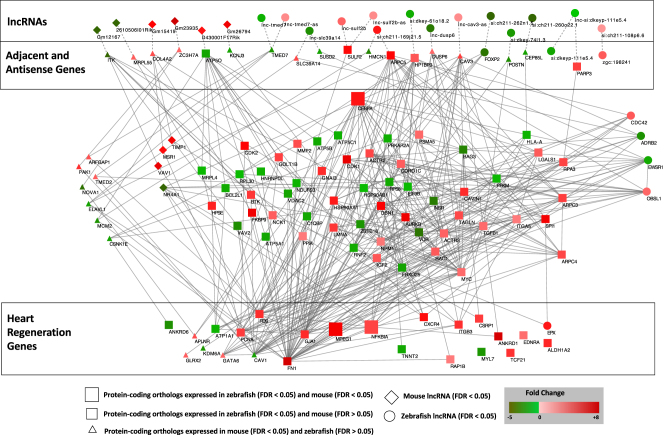
Comparative model of lncRNA-regulation of heart regeneration. Known and novel zebrafish lncRNAs adjacent or antisense to protein-coding genes (top) were connected to a set of previously characterized genes required for heart regeneration in the zebrafish (bottom). Gene regulatory and/or protein–protein interactions from Ingenuity Pathways Analysis were used to find a minimal set of homologous genes that connect the adjacent/antisense genes to the regeneration genes. Genes differentially expressed in the zebrafish (0 vs. 3 dpa) and/or mouse (1 day sham vs. resection) are shown using different shapes and colored by fold change from the zebrafish or mouse (see legend)

## DISCUSSION

We designed and built RegenDbase to facilitate the comparison of diverse regenerative models with a unique focus on noncoding RNAs, critical regulators of regeneration signaling pathways at multiple levels of gene expression. These comparisons may be performed among models with high regenerative capacity or between models with varying capacity. This resource represents gene expression datasets from multiple model systems relevant to regeneration. Our large RNA-sequencing study of zebrafish heart regeneration presented in this study serves as a foundation for comparative analyses to identify noncoding and protein encoding transcripts. The RegenDbase web user interface facilitates the rapid identification of genes differentially expressed within one experiment and across multiple experiments. These comparisons may also be conducted within or across organisms.

Previously, several developmental pathways have been shown to be reactivated following injury to orchestrate complex tissue regeneration.^73,82–84^ Protein-coding genes that make up developmental pathways are highly conserved across vertebrates and are part of the genetic arsenal that coordinate animal development.^85^ Yet, despite the evolutionary conservation of these circuits, the capacity to regenerate tissues is highly variable, suggesting additional layers of regulatory control of gene activation are key to inducing regeneration circuits.

Noncoding RNAs provide two additional layers of regulatory complexity that determine both spatial and relative intensity of developmental pathway activation (Supplementary Fig. S5). First, lncRNAs function in the nucleus to epigenetically regulate target genes that can positively or negatively influence gene expression. Second, noncoding RNAs also can function in the cytoplasm to regulate gene expression post-transcriptionally. In this second layer of genetic complexity, miRNAs negatively regulate target mRNAs, and lncRNAs positively and negatively regulate target gene expression.

RegenDbase facilitates the understanding of miRNA regulation by identifying sets of differentially expressed genes that are predicted to be targeted by miRNAs. As multiple miRNAs can regulate the same gene in a combinatorial fashion, RegenDbase also enables miRNA target searches to identify cases where up to three different miRNAs target the same gene. Using RegenDbase, we have demonstrated how to identify aspects of heart regeneration that are unique to the zebrafish and are conserved with neonatal mouse heart regeneration. The utility of RegenDbase will grow as more datasets from more models are added.

In contrast to miRNAs, lncRNAs are not highly conserved. It is interesting to speculate that a common set of lncRNAs may control common regeneration pathways for multiple tissues, or that different sets of noncoding RNAs are used to modulate regenerative signaling cascades for individual tissues. Further studies of noncoding RNAs in vertebrates with varying regenerative capacities will help define their roles and test the extent to which they do regulate regenerative capacity. Nonetheless, the newly identified noncoding RNAs provide new insight into the complexity of gene regulatory networks that govern regeneration.

RegenDbase has multiple additional search functions that support the development of novel hypotheses for regenerative biology (Supplementary Fig. S1). In this work, we have primarily focused on finding genes that were commonly differentially expressed between zebrafish and mouse. However, RegenDbase supports analysis of genes that are not commonly differentially expressed. For example, the regenerative potential of the neonatal mouse heart is reduced after 7 days. Genes that modulate regeneration may be identified through the comparison of genes that change during postnatal development and those associated with regeneration. In a similar fashion, comparisons of wound healing across organisms with high regenerative capacities to those with low capacities may identify genes that modulate these capacities. While this current release of RegenDbase is focused on zebrafish, axolotl, and mouse data, it is noteworthy to mention that we have established pipelines to integrate future datasets from *C. elegans*, human tissues, and other model organisms to further refine regenerative circuits through comparative analyses.

Additionally, search functionality and more datasets will enhance the system. Studies of inhibited or enhanced regeneration provide valuable insight into genetic mechanisms. Additional data on genomic regulatory features, such as chromatin state and methylation patterns, provide new opportunities to understand these mechanisms. Improvements in single-cell technologies will make it easier to study the contributions of different cell types on regeneration. We also plan to enhance comparative analysis capabilities to facilitate meta-analysis across experiments conducted using different technologies with varying sensitivity and representation of genes. When these experiments are conducted, resources like RegenDbase are primed to integrate, search, and visualize these data to form testable hypotheses for functional studies.

## Methods

### Data collection, relational database, and web interface

Published datasets were loaded in the relational database and checked for any errors related to gene annotation. RegenDbase integrates datasets from 15 experiments and uses 24 external data resources that provide lists of genes and annotations of those genes (see https://regendbase.org/data for list). These resources include genes and transcripts from Ensembl (version 86) and miRBase (version 21), orthologs from OrthoDB (version 9), proteins from UniProt and annotations from the GO and NCBI BioSystems for pathways. miRNAs from miRBase and 3p UTRs from Ensembl were used to make miRNA-binding sites predictions. These data were loaded into the relational database where we have implemented a robust data model (Supplementary Fig. S1). We have designed the system to update these data on a regular basis to take advantage of the latest annotation of genes and genomes.

Central to the RegenDbase data model are RNA segments that represent transcripts and microarray probes. These RNA segments were used to represent genes, assign expression data, and represent miRNA target predictions. Genes may have one or more RNA segments that were assigned any number of annotations. Representing homologous genes, such as orthologs, requires relating genes and their RNA segments to one another across organisms. For protein-coding genes, we represented groups of orthologous genes from OrthoDB (version 9). For axolotl, we first mapped of microarray probe set target sequences to an axolotl transcriptome assembly^14^ using NCBI BLAST blastn to return the first alignment with an expectation value less than 1.0 × 10^−5^. The transcriptome contig that best represented the target sequence was then aligned to the human UniProt protein sequences using NCBI BLAST blastx. The first UniProt alignment returned by BLAST with an expectation value less than 1.0 × 10^−5^ was used to assign to the microarray probe set to the axolotl gene record based on human UniProt mapping to the OrthoDB homolog group. For orthologous miRNAs, we used miRBase (version 21) mapping of miRNAs to RFAM miRNA families. Gene expression data were represented in the data model as experiments, with samples organized into sample groups. Normalized expression values were assigned to RNA segments for each sample. Precomputed comparisons of RNA segment expression between sample groups from the analysis pipelines were represented as fold change and adjusted *p*-values. All these data can then be quickly searched using the web interface. RegenDbase was implemented using Java and the PostgreSQL relational database management system (Supplementary Fig. S1). Source code was maintained using Subversion (http://subversion.apache.org).

### Animal husbandry and tissue collection

All animal procedures were performed, with IACUC approval, in the Animal Core Facility at MDI Biological Laboratory. Female and male adult wild-type Ekkwill (EK) and transgenic zebrafish of 9–12 months of age were anesthetized by immersion in 1:1000 dilution of 2-phenoxyethanol and subjected to ventricular resection. Approximately 20% of the apex was removed, as previously described.^5,12^ Whole ventricles were collected at 0, 1, 3, 7, 14, 21, and 30 days post-amputation (dpa) for RNA extraction.

### RNA preparation and sequencing

Total RNA samples were extracted from triplicate tissue samples using the Zymo Direct-zol RNA microprep kit (Zymo Research Corp., Irvine, CA). Each replicate consisted of 4–6 ventricles. Indexed small RNA libraries and strand-specific polyA+ selected mRNA libraries were prepared and paired-end sequenced on an Illumina HiSeq2500 at the HudsonAlpha Institute for Biotechnology following the manufacturer’s protocols. Sequence data are available in the Gene Expression Omnibus (GSE106884) and Short Read Archive (SRP124960).

### FACS and gene expression

Resected transgenic adult zebrafish ventricles were extracted and dissociated in accordance to previously described methods.^86^ Isolation of fluorescently marked cells from *Tg(tcf21:Dsred), Tg(cmlc2:GFP)*, and *Tg(fli1a:GFP)* was performed on a FACSAria II instrument (BD Biosciences) at the Jackson Laboratory (Bar Harbor, ME). Cells were sorted directly into Trizol LS and total RNA was isolated using Zymo Direct-zol RNA microprep kit, as suggested by the manufacturer (Zymo Research Corp., Irvine, CA). Total RNA was amplified with the Nugen Ovation Pico WTA System and cDNA was synthesized using NEB ProtoScript II First Strand cDNA kit, in accordance to the manufacturer’s protocol (NEB, Ipswich, MA). Real-time qPCR expression studies were performed with SYBR Green (Agilent) detection and specific primers for each gene (Supplementary Table S15).

### Sequence annotation and RNA-Seq data analysis

Following sequence read quality control diagnostic analyses using FastQC version 0.11.2 (http://www.bioinformatics.babraham.ac.uk/projects/fastqc/), small RNA-Seq reads were adapter clipped and mapped to annotated zebrafish miRNAs from miRGeneDB version 1.1 (ref. ^87^) using miRExpress version 2.0.^88^ Sequence tag counts for annotated mature miRNAs from miRGeneDB were analyzed using the R statistical computing environment (http://r-project.org) version 3.2.1 and R/edgeR version 3.2.1.^89^ mRNA-Seq read data were also subjected to quality control diagnostic analyses using FastQC. Reads were trimmed using Trimmomatic version 0.32.^90^ Trimmed paired-end reads were aligned to the Ensembl annotated transcriptome (version 79)^91^ using RSEM version 1.2.25 (ref. ^92^) and Bowtie 1.1.2.^93^ Read counts expressed as transcripts per million were analyzed using R/edgeR. All heatmaps were generated using the R/ComplexHeatmap version 1.0.0 package. GO enrichment analyses were performed using GOrilla^50^ where all genes expressed at each time point were used as background. Zebrafish genes annotated to specific GO terms were obtained using AmiGO.^23^ miRNA-binding sites were predicted using miRanda version 3.3a^94^ using annotated 3p UTRs from Ensembl version 79 and mature miRNA sequences from miRGeneDB version 1.1. Novel lncRNAs were identified by aligning the RNA-Seq reads to the zebrafish genome using HISAT2 version 2.0.5,^95^ generating gene models using StringTie version 1.3.1c,^71^ comparing transcripts to Ensembl version 79 annotation using gffcompare. Novel genes were filtered for repetitive sequences using RepeatMasker and coding potential by CPAT version 1.2.1.^96^

### Disclaimer

The contents of this paper are solely the responsibility of the authors and do not necessarily represent the official views of the NIH or other funding agencies

### Data availability

All expression analysis data have been deposited at the NCBI Gene Expression Omnibus (GSE106884) and the NCBI Short Read Archive (SRP124960).

### Code availability

The web interface to RegenDbase is freely accessible at https://regendbase.org.

## Electronic supplementary material

Supplemental Figure Legends

Supplementary Figure S1

Supplementary Figure S2

Supplementary Figure S3

Supplementary Figure S4

Supplementary Figure S5

Supplementary Table S1

Supplementary Table S2

Supplementary Table S3

Supplementary Table S4

Supplementary Table S5

Supplementary Table S6

Supplementary Table S7

Supplementary Table S8

Supplementary Table S9

Supplementary Table S10

Supplementary Table S11

Supplementary Table S12

Supplementary Table S13

Supplementary Table S14

Supplementary Table S15

# Supplementary material for: RegenDbase: a comparative database of noncoding RNA regulation of tissue regeneration circuits across multiple taxa
**Source:** NPJ Regen Med. 2018 May 29;3:10. doi: 10.1038/s41536-018-0049-0
**Supplement:** Supplementary file 1 — Supplemental Figure Legends

**Supplementary Figure S1**: **RegenDbase data model represented as relational database tables in an entity relationship diagram.** RegenDbase represents genes as a set of transcripts called RNA segments (blue table labeled “rna_segment”). These RNA segments are used to represent genes, assign expression data and represent miRNA target predictions. Genes may have one or more RNA segment by grouping them together using the “gene_rna_segment” table. Orthologous genes are related to one another in the “gene_homology” table. Annotations for genes, such as Gene Ontology annotations, are represented using the set of green colored tables. These tables are needed to store and traverse directed acyclic graphs that are encountered with ontologies where a term can have multiple parent terms. Protein-protein and gene regulatory relationships among genes are represented in the “gene_gene_reference” table. Gene expression data are represented as experiments with samples organized into sample groups using the set of tables that are colored yellow. The “experiment” table has one or more sample groups (“sample_group” table) that have one or more samples (“sample” table) that have one or more treatments (“sample_treatment” table). The normalized expression values for a RNA segment in a sample are stored in the “rna_segment_sample” table. Pre-computed comparisons of RNA segment expression between sample groups from the analysis pipelines represent fold change and adjusted p-values and are stored in the “sample_group_diff” table. MicroRNA target predictions are represented in the blue “mirna_target” table. The gray tables are used to support accession numbers and hyperlinks to external resources. Experiments and genes have references that are represented in the “reference” table that is colored red.

**Supplementary Figure S2**. **Clustering of differentially expressed mRNAs during zebrafish heart regeneration**. **a)** Heatmap of normalized mRNA expression across timepoints clustered by the timepoint with maximal expression (left panel) and minimal expression (right panel) for all 16,148 genes expressed in each sample. Normalized expression is colored to indicate not detected (black) and then a range from low (blue) to high (green). **b)** Number of upregulated (red) and downregulated (green) genes (FDR < 0.05) for 1, 3, 7, 14, 21 and 30 dpa relative to 0 dpa (left y-axis). Proportion of genes annotated as immune system process (GO:0002376; red), metabolic process (GO:0008152; blue), developmental process (GO:0032502; orange), heart development (GO:0007507; yellow), cell migration (GO:0016477; green) and cell proliferation (GO:0008283; pink) (right y-axis).

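The log2 scale of the plot compresses changes of level. In the deposited TPM, tob1a was at 187 ± 22.9 TPM at 7 dpa, 146 ± 45.9 TPM at 14 dpa and 99.0 ± 16.9 TPM at 30 dpa (SD, n = 3), stages at which it was not called against 0 dpa (log2 fold changes 0.63, 0.23 and −0.29, limma, Benjamini-Hochberg adjusted p = 0.0574, 0.499 and 0.386).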

**Supplementary Figure S3.** ***tagln* and *tob1a* genes are dynamically regulated during zebrafish heart regeneration.** Expression of *tagln* and *tob1*a at 0, 1, 3, 7, 14, 21 and 30 dpa in log_2_-tranformed counts per million units. Error bars indicate standard error of the mean.

**Supplementary Figure S4.** **Pipeline for identifying novel lncRNA during zebrafish heart regeneration. a)** Novel lncRNA discovery workflow where the set of 42,986 genes modeled by StringTie were filtered to a set of 743 multi-exonic novel non-coding genes. Genes previously annotated by Ensembl were first removed and remaining genes were filtered using RepeatMasker. Next, genes with open reading frames (CPAT < 0.38) were excluded. Finally, single exon genes were excluded. **b)** Comparison of differentially expressed novel lncRNAs at 1 and 3 dpa relative to 0 dpa compared to those differentially expressed at later timepoints.

**Supplementary Figure S5.** **A model for noncoding RNA regulation of regeneration signaling pathways.** Following injury, differential expression of noncoding RNAs modulate the activation and repression of canonical signaling pathways, such as retinoic acid (RA), Wnt, fibroblast growth factor (FGF) and tumor growth factor beta (TGFβ). These signaling pathways are modulated by noncoding RNAs, such as miRNAs and lncRNAs. The signaling pathways modulated by noncoding RNAs govern regenerative processes.

**Supplementary Table S1.** **Functional genomic experiments of regenerative biology in RegenDbase.** Experiment title and reference for each of 15 experiments integrated into RegenDbase.

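Table S2 gives, for each miRNA arm called by the paper, a log2 fold change against 0 dpa in each comparison where it was called. Of its 103 arms, 100 reached the minimum of reads used here. At 1 dpa 68 of the 71 arms it calls were tested, and edgeR's quasi-likelihood test called 64 of them in the same direction; at 3 dpa it called 55 of 58, at 7 dpa 25 of 26, at 14 dpa 17 of 21, at 21 dpa 33 of the 39 tested and at 30 dpa 5 of 6. Mir-21-P1_5p and Mir-101-P1_3p are among these arms.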

**Supplementary Table S2**. **miRNA expression during zebrafish heart regeneration.** Table of miRNA expression analysis results for these pairwise sample group comparisons: 0dpa vs. 1dpa, 0dpa vs. 3dpa, 0dpa vs. 7dpa, 0dpa vs. 14dpa, 0dpa vs. 21dpa, and 0dpa vs. 30dpa. Listed for each pairwise sample group comparisons are the log_2_-transformed fold change (e.g., logFC_0dpa_vs_1dpa), average level of log_2_-transformed expression (e.g., logCPM_0dpa_vs_1dpa), log-ratio statistic (e.g., LR_0dpa_vs_1dpa), unadjusted p-value (e.g., PValue_0dpa_vs_1dpa) and false-discovery-rate adjusted p-value (e.g., FDR_0dpa_vs_1dpa). “NA” values indicate the that miRNA was not significantly (FDR > 0.05) differentially expressed in a pairwise sample group comparison.

**Supplementary Table S3**. **Maximal and minimal mRNA expression associated with each stage of zebrafish heart regeneration**. Excel workbook with a total of 14 sheets that list the genes with the highest or lowest expression at each time point sampled (0, 1, 3, 7, 14, 21 and 30 dpa). The first seven of the 14 sheets list the genes with the highest expression at each of the 7 time points. The second group of seven sheets list the genes with the lowest expressed at each of the 7 time points. Each sheet lists the log_2_-transformed CPM values for each sample along with the average for the sample group.

**Supplementary Table S4**. **mRNA expression during zebrafish heart regeneration.** Excel workbook with a total of six sheets that list gene expression analysis results for each of these sample group comparisons: 0dpa vs. 1dpa, 0dpa vs. 3dpa, 0dpa vs. 7dpa, 0dpa vs. 14dpa, 0dpa vs. 21dpa, and 0dpa vs. 30dpa. Each sheet lists the Ensembl gene identifier, log_2_-transformed fold change, log_2_-transformed average level of expression, F-statistic, unadjusted p-value, false-discovery-rate (FDR) adjusted p-value, gene symbol, description and gene type as provided by Ensembl.

**Supplementary Table S5**. **Differentially expressed heart development genes during zebrafish heart regeneration.** Excel workbook with a total of six sheets that list gene expression analysis results for genes annotated to be involved with heart development (GO:0007507) for each of these sample group comparisons: 0dpa vs. 1dpa, 0dpa vs. 3dpa, 0dpa vs. 7dpa, 0dpa vs. 14dpa, 0dpa vs. 21dpa, and 0dpa vs. 30dpa. Each sheet lists the Ensembl gene identifier, log_2_-transformed fold change, log_2_-transformed average level of expression, F-statistic, unadjusted p-value, false-discovery-rate (FDR) adjusted p-value, gene symbol, description and gene type as provided by Ensembl.

**Supplementary Table S6**. **Known regulators of zebrafish heart regeneration.** Excel workbook with a total of six sheets that list gene expression analysis results for genes previously associated with heart regeneration for each of these sample group comparisons: 0dpa vs. 1dpa, 0dpa vs. 3dpa, 0dpa vs. 7dpa, 0dpa vs. 14dpa, 0dpa vs. 21dpa, and 0dpa vs. 30dpa. Each sheet lists the Ensembl gene identifier, log_2_-transformed fold change, log_2_-transformed average level of expression, F-statistic, unadjusted p-value, false-discovery-rate (FDR) adjusted p-value, gene symbol, description and gene type as provided by Ensembl.

**Supplementary Table S7**. **Cellular migration genes differentially expressed during zebrafish heart regeneration.** Excel workbook with a total of six sheets that list gene expression analysis results for genes annotated to be involved with cell migration (GO:001647) for each of these sample group comparisons: 0dpa vs. 1dpa, 0dpa vs. 3dpa, 0dpa vs. 7dpa, 0dpa vs. 14dpa, 0dpa vs. 21dpa, and 0dpa vs. 30dpa. Each sheet lists the Ensembl gene identifier, log_2_-transformed fold change, log_2_-transformed average level of expression, F-statistic, unadjusted p-value, false-discovery-rate (FDR) adjusted p-value, gene symbol, description and gene type as provided by Ensembl.

**Supplementary Table S8**. **Enriched Gene Ontology Biological Process terms during zebrafish heart regeneration**. Excel workbook with a total of six sheets that list enriched Gene Ontology Biological Process terms for each of these sample group comparisons: 0dpa vs. 1dpa, 0dpa vs. 3dpa, 0dpa vs. 7dpa, 0dpa vs. 14dpa, 0dpa vs. 21dpa, and 0dpa vs. 30dpa. Each sheet lists the GO term identifier, GO term name, unadjusted p-value, false-discovery-rate adjusted p-value, number of genes in background (N), number of genes in background annotated to GO term (B), number of target genes (n), number of target genes annotated to GO term (b) and the list of genes as reported by GOrilla with an FDR < 0.05.

**Supplementary Table S9**. **Differentially expressed transcription factors during zebrafish heart regeneration that are predicted direct miR-101 target genes.** Excel workbook with a total of seven sheets. The first sheet lists the six miR-101 target genes that were differentially expressed (FDR < 0.05) and lists the Ensembl gene identifier, log_2_-transformed fold change, log_2_-transformed average level of expression, F-statistic, unadjusted p-value, false-discovery-rate (FDR) adjusted p-value, gene symbol, description and gene type as provided by Ensembl. The other six sheets show predicted miRNA binding sites found in the 3p untranslated regions in transcripts for each gene.

**Supplementary Table S10.** **Expression of 245 putative novel lncRNAs expressed during zebrafish heart regeneration.** Excel workbook with a total of six sheets that list gene expression analysis results for the 245 putative novel lncRNAs (regardless of significance) for each of these sample group comparisons: 0dpa vs. 1dpa, 0dpa vs. 3dpa, 0dpa vs. 7dpa, 0dpa vs. 14dpa, 0dpa vs. 21dpa, and 0dpa vs. 30dpa. Each sheet lists the StringTie gene identifier, log_2_-transformed fold change, log_2_-transformed average level of expression, F-statistic, unadjusted p-value, false-discovery-rate (FDR) adjusted p-value, Ensembl gene ID (if any), StringTie transcript identifiers, number of exons per transcript, gene symbol (if any), chromosome, gene begin coordinate, gene end coordinate and strand.

**Supplementary Table S11**. **Putative novel lncRNAs expressed during zebrafish heart regeneration.** Excel workbook with a total of six sheets that list gene expression analysis results for the putative novel lncRNAs (with a FDR-adjusted p-value < 0.05) for each of these sample group comparisons: 0dpa vs. 1dpa, 0dpa vs. 3dpa, 0dpa vs. 7dpa, 0dpa vs. 14dpa, 0dpa vs. 21dpa, and 0dpa vs. 30dpa. Each sheet lists the StringTie gene identifier, log_2_-transformed fold change, log_2_-transformed average level of expression, F-statistic, unadjusted p-value, false-discovery-rate (FDR) adjusted p-value, Ensembl gene ID (if any), StringTie transcript identifiers, number of exons per transcript, gene symbol (if any), chromosome, gene begin coordinate, gene end coordinate and strand.

**Supplementary Table S12**. **Differentially expressed mouse heart regeneration genes.** Excel workbook with two sheets that list gene expression analysis results for two pairwise sample group comparisons from GSE64403. The first sheet shows the expression analysis results for day 1 post sham neonatal heart ventricles compared to day 1 post resection neonatal heart ventricles. The second sheet shows the expression analysis results for day 7 post sham neonatal heart ventricles compared to day 7 post resection neonatal heart ventricles. Each sheet lists the Ensembl gene identifier, fold change, log_2_-transformed fold change, log_2_-transformed average level of expression, unadjusted p-value, false-discovery-rate (FDR) adjusted p-value, chromosome, gene begin position, gene end position, strand, gene symbol, gene type and description provided by Ensembl.

**Supplementary Table S13**. **Orthologous zebrafish and mouse genes differentially expressed during zebrafish and neonatal mouse heart regeneration**. Orthologous genes are grouped by OrthoDB identifiers listed in the first column. Additional columns list the pairwise sample group comparison, Ensembl gene identifier, fold change, log_2_-transformed fold change, log_2_-transformed average level of expression, unadjusted p-value, false-discovery-rate (FDR) adjusted p-value, gene symbol and description provided by Ensembl.

**Supplementary Table S14**. **Subset of orthologous zebrafish and mouse genes differentially expressed during zebrafish and neonatal mouse heart regeneration.** Orthologous genes are grouped by function listed in the first column. Additional columns list the zebrafish gene symbol, zebrafish pairwise sample group comparison and fold change, mouse gene symbol and mouse pairwise sample group comparison and fold change.

**Supplementary Table S15.** **Primer sequences for real-time qPCR analysis of lncRNAs and protein coding genes.** Forward and reverse oligonucleotide primer sequences for genes shown in Figure 4.

How the deposited data were processed for this re-analysis (not part of the article)

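Small RNA and polyadenylated RNA of whole zebrafish ventricles were sequenced at 7 stages, uninjured (0 dpa) and 1 to 30 dpa, with 3 pools of 4–6 ventricles at each, so that each kind of RNA had 21 libraries. Groups were taken from the labels of the samples, whose stages and triplicates match the paper. The labels differ from the paper on the age of the fish, 6–9 against 9–12 months. Nothing in the labels names a sequencing or library batch. The pools are separate samples of a stage, so p values measure the spread between pools.

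The miRNA values are counts of reads for each mature arm, which the authors made by clipping adapters and mapping reads to the zebrafish miRNAs of miRGeneDB 1.1 with miRExpress 2.0. An arm with no read in a library carries no number in the deposited counts and was taken as 0. The mRNA values are TPM for Ensembl genes, which the authors made by trimming paired reads with Trimmomatic 0.32 and running RSEM 1.2.25 with Bowtie 1.1.2 on the transcripts of Ensembl 79, and the submitters' processing notes name the genome build Zv9 and FastQC 0.11.2. The paper analysed TPM with edgeR 3.2.1 in R 3.2.1. Whether RSEM was told the strand of the reads is not given in the sources used here, so genes that overlap on opposite strands, such as an lncRNA gene and its antisense partner, may share reads, and close paralogs may as well. Genomic coordinates were not used here, and no genome was used.

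Counts were tested in R 4.3.3 with edgeR 4.0.16: arms passed filterByExpr (minimum count 10, minimum total count 15), library sizes were scaled by the trimmed mean of M-values, and glmQLFit and glmQLFTest were run without the robust option, with edgeR's default prior count of 0.125 for fold changes. TPM values are not counts, so they were tested as log2(TPM + 1) with limma 3.58.1 and its trend option, over genes with at least 1 TPM in at least 3 libraries. A fold change on this scale understates that of genes with low TPM. In both fits the 21 libraries entered together with the stage as the only term, p values were adjusted by the Benjamini-Hochberg method within each comparison, and the threshold was 0.05. Each of the 6 later stages was compared with 0 dpa, 3 dpa with 1 dpa, and 21 dpa with the mean of 14 and 30 dpa, the last because the paper's Table S2 had been seen. The standard error of an edgeR fold change was taken from the fold change and its F statistic. The 6 comparisons share the same 3 uninjured libraries. Overlaps of calls between stages were therefore set beside those of unchanged groups in 20 simulations against these libraries and beside the overlap of independent lists. Unchanged groups give almost no calls, so their overlap does not measure what the shared libraries add to lists of many calls.

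The rule for naming genes, the lists and the tests of the comparisons were written before the data were examined, and tests of explanations that were chosen later are named as such beside their results. At each stage, among genes with an adjusted p under 0.05, a symbol, all 3 libraries above or all below the 3 of 0 dpa and a mean of at least 5 TPM, the 10 largest rises and falls at 1 and 3 dpa and the 5 largest at later stages were named. For miRNAs the minimum was a mean of 10 CPM and the number 5, in the direct comparisons 5 of each direction were named, and in each list the 4 members with the smallest adjusted p. Every gene and miRNA that the paper names was added, with its values in the paper's tables seen before. Symbols come from the paper's tables or a reference table that pairs Ensembl IDs with symbols.

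The 27 gene lists were DNA replication and mitosis, TCA cycle and fatty acid oxidation, angiogenesis and hypoxia, atrium, calcium handling and ion channels, cardiac transcription factors, circadian clock, cytokine and Jak-STAT signalling, endothelium and endocardium, epicardium, erythroid and haem synthesis, extracellular matrix, glycolysis, heat shock, immediate-early response, interferon response, liver, lymphocyte, macrophage and phagocyte, neutrophil, oxidative phosphorylation, retinoic acid signalling, sarcomere, skeletal muscle, skin and gill epithelium, smooth muscle and outflow tract and unfolded protein response. The 15 miRNA lists were Mir-10 family, Mir-101 family, Mir-15 family, Mir-17/Mir-19/Mir-92 cluster families, Mir-26 family, Mir-30 family, endothelial miRNAs, epithelial miRNAs, erythroid miRNAs, let-7 family, leukocyte miRNAs, liver miRNA, muscle miRNAs, neural miRNAs and smooth muscle and fibroblast miRNAs. For each, members past the threshold over all features tested were counted, and those past it when adjusted over the list alone. Lists with at least 5 tested members were also tested as sets with camera and its preset correlation of 0.01, and again with an estimated correlation. Lists that the paper chose from these samples are not independent evidence of their direction.

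The procedures were tested on simulated data made from the real libraries, with 200 genes or 60 arms changed at 1 dpa in each of 10 runs. At 1.5-fold, 2-fold and 4-fold, limma recovered 33.6%, 78.7% and 97.9% of the changed genes, with 5.09% of its calls false. These genes were drawn from those above 5 TPM at 0 dpa, so recovery at lower TPM was not tested. Camera with its preset correlation, judged on unadjusted p, called a list of random genes raised at 1 dpa in 10 of 10 runs and another list in none. Genes were simulated independently of one another, so this does not test camera on lists with correlated members. At 2-fold and 4-fold, edgeR recovered 37.5% and 87.5% of the changed arms, with 4.07% of its calls false. Correlations between libraries were tested with 100000 permutations and those over the 7 stages with the exact permutation test.

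Alternatives set before the data were examined were, for miRNAs, DESeq2 1.42.0, edgeR's likelihood ratio test, RLE size factors, library totals alone, no filter and fits of only the groups compared, and for genes pseudocounts of 0.1 and 0.5, no filter, a minimum of 5 TPM, quantile normalization, centring on the median gene of each library, edgeR on rounded TPM, limma with robust empirical Bayes and fits of only the groups compared. Lists were also tested with fry, and for both kinds of RNA the replicate number was a term and each library was left out in turn. Added after seeing the data were fits without the pair of libraries rich in epithelial miRNAs, with identical arms taken once and with the epithelial miRNAs left out of the counts, and centring with a fold of at least 1.5. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.

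Supplementary tables that were held only in part were used for single values and symbols and entered no overlap or set test. Transcripts assembled by the paper outside Ensembl, qPCR, sorted cells, the mouse data and the database itself were not analysed here, and neither were names of the paper that match no single gene or arm in the tables.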

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

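For the epithelial miRNAs the tests against skin and gill genes, other scalings and random sets, for the clock genes the test of the stage of regeneration, and for klf2a and klf2b the test against endothelial genes were chosen only after the result was seen.

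Only 2 direct tests between later stages, which the paper does not make, were run, and each called arms and genes. Between 1 and 3 dpa 37 miRNA arms and 3401 genes differed, and between 21 dpa and the mean of 14 and 30 dpa 59 arms and 1430 genes (edgeR's quasi-likelihood test for arms and limma for genes). Of 83 genes of DNA replication and mitosis, 65 were higher at 3 dpa than at 1 dpa in the same test. The paper names Mir-122_5p, a hepatocyte miRNA, among those lower at 7 dpa and gives no level of single libraries for it in its text, and one library of uninjured ventricles stood apart, at 128 CPM in replicate 2 of 0 dpa and 16.5 and 15.2 CPM in the others.

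Other splits of the libraries were counted for each of these numbers and for those of the stages against 0 dpa. With 3 libraries against 3 there are 10 splits, too few for a share under 0.05, and in each case 1 split, the real one, gave as many calls. The real number of miRNA arms and the highest of the other splits were 110 and 0 at 1 dpa, 111 and 1 at 3 dpa, 60 and 0 at 7 dpa, 40 and 1 at 14 dpa, 54 and 0 at 21 dpa and 9 and 1 at 30 dpa, and 37 and 2 between 1 and 3 dpa. For genes they were 8868 and 1 at 1 dpa, 9372 and 1 at 3 dpa, 5528 and 1 at 7 dpa, 5355 and 1 at 14 dpa, 4185 and 2 at 21 dpa and 5873 and 5 at 30 dpa, and 3401 and 1411 between 1 and 3 dpa. The split with 1411 genes put replicate 2 of 3 dpa with replicates 1 and 3 of 1 dpa. Over the stages together, 1 of 100 splits gave as many calls as the real one, with 188 arms and at most 41 in the others, and with 14224 genes and at most 2047 in the others, a share under 0.05 in both. For 21 dpa the 6 libraries of 14 and 30 dpa were joined into 1 group, in a fit of all 21 libraries. There 2 of 84 splits gave as many arms (32, at most 52 in the others, when 30 dpa stood alone) and 3 of 84 as many genes (523, at most 4837). Joining the 2 stages differs from the comparison with their mean, which called 59 arms and 1430 genes. The splits that set 14 dpa or 30 dpa alone called 4837 and 3971 genes, several times the real number. For miRNAs these splits called 14 and 52 arms, so genes and miRNAs do not rank the 3 stages alike, and the real split is not the one with the most calls in either.

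All 21 tested epithelial miRNA arms were higher at 1 dpa, a rise that the paper does not discuss, and 20 of them were lower at 3 dpa than at 1 dpa. These numbers fell to 16 of 21 and 5 of 21 without replicate 2 of 1 dpa. Without replicate 1, 2 or 3 of 3 dpa, 11, 13 and 13 of 23 tested arms were lower at 3 dpa than at 1 dpa. Scaling of the read counts was argued against, since their median log2 fold change at 1 dpa was 5.33 with the trimmed mean of M-values, 5.90 with library totals alone and 5.39 with RLE size factors. Their rise was uneven between the pools, with an SD of 1.94 of their score among the 3 libraries of 1 dpa. The highest other list, the Mir-26 family, lay at 0.455, and 95% of 10000 random sets of as many arms lay under 0.352. Arms of a random set vary less together than those of a list, so passing that limit says little. The spread was examined after replicate 2 of 1 dpa had been seen to stand out, so it describes that library and is no separate test of a response alike in every pool. RNA of skin, gill or other epithelium in some pools stays open as a candidate explanation: over the 21 pairs of libraries of the same stage and number, deviations of this score from the stage means went with those of 48 skin and gill genes with r = 0.659 (permutation p = 0.0994 and 0.149 after Benjamini-Hochberg adjustment over 6 relations, Spearman's rho 0.574 with permutation p = 0.0334, r = 0.521 without the 2 farthest pairs, 1 dpa replicate 2 and 21 dpa replicate 2), and in 1 dpa replicate 2 the keratin gene krt5 and icn2 stood at 12.6 and 17.1 TPM, against 0.78 and 0.48 TPM and 0.81 and 1.22 TPM in the others. With the 18 members of the list that passed the filter on TPM, which were run first, r was 0.562 (permutation p = 0.212), and all 48 members, 33 of them under 1 TPM at 0 dpa, were chosen after that because the filter removes genes seen in a single library, as was the need for a p under 0.05, and a response that differs between pools was not tested. Over the levels themselves, with the differences between stages kept, r with the 48 genes was 0.300 (permutation p = 0.187). Spearman's rho was then 0.158 (permutation p = 0.491), and r was −0.0557 without the 2 farthest pairs, so the relation was not seen across stages.

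Clock genes, which the paper does not discuss, differed between stages: 20 of 30 were lower at 3 dpa, and 21 differed between 21 dpa and the mean of 14 and 30 dpa. A stage of regeneration that passes as the heart heals was argued against, since the 9 driven genes lay 2.23 from 0 dpa on the log2 scale at 30 dpa and 1.03 at 1 dpa, a difference of 1.20. The size of this gap depends on the early stage chosen, as they lay 2.02 from 0 dpa at 3 dpa. At 7, 14 and 21 dpa they lay 0.442, 1.34 and 0.548 from it. The time of day at which hearts were collected stays open as a hypothesis: over the 7 stage means the 6 genes of the activating arm moved against these 9 with r = −0.928 (exact permutation p = 0.00317, Spearman's rho −0.821 with exact permutation p = 0.0341, r = −0.939 without the 2 farthest stages), as they do through a day. The time of collection is not given in the sources used here, and each stage may have had its own. A lasting effect of the injury on the clock would move both arms as well and was not tested.

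Immediate-early genes, which the paper does not discuss as a group, were high at 21 dpa, where 35 of 46 were higher (31 after centring). Among them were klf2a and klf2b, which endothelium makes under flow, by 1.81 and 1.88 (the paper names these 2 as higher at 14 and 21 dpa). At 30 dpa klf2a and klf2b were not called, with log2 fold changes of −0.22 and −0.21, while mycb of the same list was higher by 2.91. More endothelium in the samples was argued against, since the median of 28 other endothelial and endocardial genes was −0.02 at 14 dpa and 0.06 at 21 dpa beside means of 1.71 and 1.85 for klf2a and klf2b, a share of at most 0.0335. Handling or dissection of the fish at collection stays open as a hypothesis: over the 21 libraries the deviations of klf2a and klf2b from the stage means went with those of 44 other immediate-early genes with r = 0.667 (permutation p = 0.0137, Spearman's rho 0.644 with permutation p = 0.0180, r = 0.557 without the 2 farthest). An answer of the heart to the injury that differs between pools could give the same relation and was not tested. per1a belongs to both the immediate-early and the clock list.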

How the results depend on the processing

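All alternatives were set before the data were examined, except those named as chosen after seeing the data. Of the single genes and miRNAs named in the text, 5348 comparisons under the alternatives kept their direction and side of the threshold, 167 fell short of it and 82 passed it anew, and with a library left out 3489, 318 and 22. Of the list tests these numbers were 438, 88 and 14. TPM values carry no read depth, so the depth of the mRNA libraries entered no test, and their sum is the same in every library, so a rise of abundant genes lowers the others. The depth of the miRNA libraries and the 3 pools of a stage leave many 2-fold changes undetected, and calls at 30 dpa rest on the fewest arms. Direction turned for cep85l at 3 dpa after quantile normalization (−0.022) and at 1 dpa after centring (−0.0016), for the list of glycolysis at 1 dpa with fry (adjusted p = 0.945), for that of oxidative phosphorylation at 21 dpa after quantile normalization (adjusted p = 0.0552), for that of the liver at 3 dpa, lower with no filter (adjusted p = 0.00279), and for Mir-122_5p without 0 dpa replicate 2, to log2 fold changes of 0.056 at 1 dpa and 0.11 at 3 dpa, while without 0 dpa replicate 3 they were −2.25 and −2.20.

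Counts of calls at a stage, between stages, over all stages and of lists that moved by over 1.5 times are given with the value reported in the text in brackets. With DESeq2: miRNA arms 70 (40) at 14 dpa and 20 (9) at 30 dpa, miRNA arms higher at all 6 stages 4 (1), miRNA arms alike at 21 dpa and 14 dpa 29 (19), miRNA arms alike at 21 dpa and 30 dpa 6 (1). With edgeR's likelihood ratio test: miRNA arms higher at all 6 stages 3 (1), miRNA arms alike at 21 dpa and 30 dpa 3 (1). In fits of only the groups compared: miRNA arms 73 (110) at 1 dpa and 43 (9) at 30 dpa, miRNA arms between 1 dpa and 3 dpa 8 (37), miRNA arms between 21 dpa and the 14 and 30 dpa mean 34 (59), genes between 21 dpa and the 14 and 30 dpa mean 566 (1430). Without 1 dpa replicate 2 and 21 dpa replicate 2 (chosen after seeing the data): miRNA arms between 1 dpa and 3 dpa 21 (37), miRNA arms higher at all 6 stages 4 (1), miRNA arms alike at 21 dpa and 14 dpa 32 (19), miRNA arms alike at 21 dpa and 30 dpa 4 (1). With identical arms taken once (chosen after seeing the data): miRNA arms alike at 21 dpa and 14 dpa 12 (19). With the epithelial miRNAs left out (chosen after seeing the data): miRNA arms between 1 dpa and 3 dpa 17 (37). With a minimum of 5 TPM in 3 libraries: genes 3818 (5873) at 30 dpa, genes between 1 dpa and 3 dpa 2043 (3401), genes at any stage 9247 (14224), genes at one or more stages 9134 (13982), lists passing the set test 6 (11) at 30 dpa. After quantile normalization: genes higher at all 6 stages 303 (742), genes lower at all 6 stages 652 (180), lists passing the set test 4 (11) at 30 dpa. After centring on the median gene: genes higher at all 6 stages 276 (742), genes lower at all 6 stages 739 (180), lists passing the set test 7 (11) at 30 dpa. With edgeR on rounded TPM: genes 3313 (8868) at 1 dpa, 3815 (9372) at 3 dpa, 1307 (5528) at 7 dpa, 1180 (5355) at 14 dpa, 795 (4185) at 21 dpa and 991 (5873) at 30 dpa, genes between 1 dpa and 3 dpa 762 (3401), genes between 21 dpa and the 14 and 30 dpa mean 297 (1430), genes at any stage 5634 (14224), genes at one or more stages 5349 (13982), genes higher at all 6 stages 18 (742), genes lower at all 6 stages 114 (180), genes alike at 1 dpa and 3 dpa 2432 (6864). After centring with a fold of at least 1.5 (chosen after seeing the data): genes 2532 (4185) at 21 dpa and 3001 (5873) at 30 dpa, genes between 21 dpa and the 14 and 30 dpa mean 831 (1430). With an estimated correlation the lists passing the set test were 0 at each stage. With fry: lists passing the set test 20 (13) at 1 dpa, 4 (8) at 21 dpa and 5 (11) at 30 dpa. Counts of miRNA arms by direction, at one stage only and of both early stages moved as well. With DESeq2: higher 47 (19) at 14 dpa and 15 (5) at 30 dpa, at 3 dpa only 15 (24), at 7 dpa only 2 (10), at 14 dpa only 11 (3), at 30 dpa only 8 (2). With edgeR's likelihood ratio test: higher 29 (19) at 14 dpa, at 14 dpa only 9 (3). With RLE size factors: higher 33 (19) at 14 dpa, lower 13 (21) at 14 dpa, at 7 dpa only 0 (10), at 14 dpa only 7 (3), at 21 dpa only 4 (8). With library totals alone: lower 25 (46) at 1 dpa, 9 (29) at 7 dpa, 8 (21) at 14 dpa and 7 (21) at 21 dpa, higher 51 (31) at 7 dpa and 41 (19) at 14 dpa, at 3 dpa only 15 (24), at 7 dpa only 4 (10), at 21 dpa only 5 (8), at 30 dpa only 1 (2), lower at 1 dpa and 3 dpa 24 (37). With no filter: lower 17 (29) at 7 dpa and 7 (21) at 14 dpa, higher 33 (19) at 14 dpa, at 7 dpa only 4 (10), at 30 dpa only 1 (2). With a replicate block: lower 19 (29) at 7 dpa, at 7 dpa only 3 (10), at 14 dpa only 5 (3). Without 1 dpa replicate 2 and 21 dpa replicate 2: lower 47 (29) at 7 dpa, 43 (21) at 14 dpa, 33 (21) at 21 dpa and 7 (4) at 30 dpa, higher 40 (19) at 14 dpa and 16 (5) at 30 dpa, at 1 dpa only 15 (23), at 14 dpa only 7 (3), at 3 dpa and not at 1 dpa 67 (40). With identical arms taken once: lower 16 (29) at 7 dpa and 13 (21) at 21 dpa, at 7 dpa only 3 (10), at 21 dpa only 3 (8). With the epithelial miRNAs left out: at 1 dpa only 9 (23), at 1 dpa and not at 3 dpa 18 (39). A higher minimum tests fewer genes, and fits of few groups have fewer samples. For the other settings the cause was not tested.

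With each library left out in turn, the lowest and highest of the first group of counts were genes at 1 dpa 7674 to 8994, genes at 14 dpa 3935 to 4762, genes at 21 dpa 2982 to 3221, genes at 3 dpa 8310 to 8847, genes at 30 dpa 4401 to 5443, genes at 7 dpa 4202 to 4758, genes at any stage 13678 to 14550, genes at one or more stages 12461 to 14392, genes between 1 dpa and 3 dpa 2262 to 3343, genes between 21 dpa and the 14 and 30 dpa mean 569 to 1700, genes alike at 1 dpa and 3 dpa 5860 to 6967, genes higher at all 6 stages 495 to 783, genes lower at all 6 stages 112 to 192, miRNA arms at 1 dpa 84 to 117, miRNA arms at 14 dpa 23 to 45, miRNA arms at 21 dpa 18 to 50, miRNA arms at 3 dpa 82 to 102, miRNA arms at 30 dpa 6 to 7, miRNA arms at 7 dpa 23 to 45, miRNA arms at any stage 171 to 197, miRNA arms at one or more stages 134 to 193, miRNA arms between 1 dpa and 3 dpa 7 to 59, miRNA arms between 21 dpa and the 14 and 30 dpa mean 14 to 65, miRNA arms alike at 1 dpa and 3 dpa 54 to 72, miRNA arms alike at 21 dpa and 1 dpa 9 to 37, miRNA arms alike at 21 dpa and 14 dpa 7 to 44, miRNA arms alike at 21 dpa and 3 dpa 11 to 48, miRNA arms alike at 21 dpa and 30 dpa 0 to 4, miRNA arms higher at all 6 stages 0 to 4. Those that moved by over 1.5 times are given for each library left out, written as stage and replicate. For miRNA arms at 7 dpa (60) these were 29 without 0 dpa/1, 35 without 0 dpa/2, 30 without 0 dpa/3, 23 without 7 dpa/2. For miRNA arms at 14 dpa (40) these were 23 without 0 dpa/1, 0 dpa/2 and 14 dpa/1. For miRNA arms higher at all 6 stages (1) these were 0 without 0 dpa/1, 0 dpa/2, 0 dpa/3 and 30 dpa/2, 4 without 1 dpa/2, 3 without 14 dpa/1 and 14 dpa/3. For miRNA arms at 21 dpa (54) these were 18 without 0 dpa/2, 21 without 0 dpa/3, 27 without 21 dpa/2. For miRNA arms alike at 21 dpa and 1 dpa (33) these were 9 without 0 dpa/2, 14 without 0 dpa/3 and 21 dpa/2. For miRNA arms alike at 21 dpa and 3 dpa (32) these were 11 without 0 dpa/2, 13 without 0 dpa/3, 16 without 3 dpa/3, 20 without 21 dpa/2. For miRNA arms alike at 21 dpa and 14 dpa (19) these were 7 without 0 dpa/2, 8 without 0 dpa/3, 44 without 1 dpa/2, 12 without 3 dpa/3 and 7 dpa/2, 11 without 14 dpa/1 and 21 dpa/2. For miRNA arms alike at 21 dpa and 30 dpa (1) these were 0 without 0 dpa/2, 0 dpa/3 and 30 dpa/2, 4 without 1 dpa/2, 3 without 14 dpa/1 and 14 dpa/3. For miRNA arms between 1 dpa and 3 dpa (37) these were 7 without 1 dpa/2, 59 without 1 dpa/3, 18 without 3 dpa/1, 22 without 3 dpa/2, 20 without 3 dpa/3. For miRNA arms between 21 dpa and the 14 and 30 dpa mean (59) these were 21 without 14 dpa/2, 34 without 21 dpa/1, 19 without 21 dpa/2, 14 without 21 dpa/3, 36 without 30 dpa/1 and 30 dpa/2, 39 without 30 dpa/3. For genes lower at all 6 stages (180) these were 112 without 0 dpa/2. For genes between 1 dpa and 3 dpa (3401) these were 2262 without 3 dpa/3. For genes changed between 21 dpa and the mean of 14 and 30 dpa (1430) these were 569 without 21 dpa/1, 752 without 21 dpa/3.

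Within each kind of RNA, the replicate numbers do not pair samples of different stages. Of 63 pairs of libraries with the same number, 15 of the miRNA and 9 of the mRNA pairs had deviations from the stage means that went together with r over 0.1. The mean r was 0.0219 and −0.0122, beside −0.00887 and 0.00607 for other pairs. Whether the number pairs the small RNA and mRNA libraries of a stage is a separate question that these values do not address. With a replicate block the miRNA arms changed from 1 to 30 dpa were 114, 114, 48, 44, 49 and 9, the genes 8671, 9145, 5234, 5040, 3879 and 5559 and the lists passing the set test 13, 15, 15, 13, 8 and 11, and of the counts above only those named with a replicate block moved by over 1.5 times.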

Differences from the paper's values

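The paper calls genes and miRNAs at a false discovery rate under 0.05, the threshold used here as well. The alternatives, set before the data were examined, were for miRNAs DESeq2, edgeR's likelihood ratio test, RLE size factors, library totals alone, no filter and a replicate block, and for genes pseudocounts of 0.1 and 0.5, no filter, a minimum of 5 TPM, quantile normalization, centring on the median gene, edgeR on rounded TPM, robust empirical Bayes and a replicate block, with fits of only the groups compared for single comparisons. A count or fold was taken as different from the paper's where the larger was over 1.5 times the smaller, a fold also only where the gap passed the standard error on the log2 scale, and a log2 fold change where the gap passed its standard error. Alternatives not named at a value leave it different.

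The miRNA arms changed at one or more stages were 176 (the paper's 103), those changed only at 7 dpa 10 (the paper's 1), those changed alike at 1 and 3 dpa 71 (the paper's 36), those higher at both 34 (the paper's 16), those changed at 7 dpa 60 (the paper's 26), those higher at 7 dpa 31 (the paper's 17) and at 3 dpa 57 (the paper's 26), and those changed alike at 21 and 14 dpa 19 (the paper's 10). Each of these differed under every alternative. Arms changed at a single stage were 70 (the paper's 38), and did not differ under RLE size factors (57) and library totals alone (53). Arms changed at 3 dpa alone were 24 (the paper's 12), not different under DESeq2 (15) and library totals alone (15). Under library totals alone and with no filter, no difference was left for arms changed at 30 dpa alone, 2 (the paper's 1), with 1 and 1, arms lower at both 1 and 3 dpa, 37 (the paper's 20), with 24 and 27, arms lower at 3 dpa, 54 (the paper's 32), with 39 and 44, and arms changed alike at 21 and 3 dpa, 32 (the paper's 18), with 27 and 26. Arms changed at 3 dpa and not at 1 dpa were 40 (the paper's 22), not different under library totals alone (29), and arms changed alike at 21 and 30 dpa 1 (the paper's 2), not different under edgeR's likelihood ratio test (3).

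The genes changed were 8868 (the paper's 3005) at 1 dpa, 9372 (the paper's 3533) at 3 dpa, 5528 (the paper's 1178) at 7 dpa, 5355 (the paper's 1065) at 14 dpa, 4185 (the paper's 653) at 21 dpa and 5873 (the paper's 882) at 30 dpa, and those changed alike at 1 and 3 dpa 6864 (the paper's 2225). Only edgeR on rounded TPM, the tool that the paper's methods name for TPM, left no difference, with 3313, 3815, 1307, 1180, 795, 991 and 2432. Genes higher at all 6 later stages were 742 (the paper's 11), different under every alternative. Genes lower at all of them were 180 (the paper's 103), not different under a minimum of 5 TPM (146) and edgeR on rounded TPM (114).

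Quantile normalization, centring on the median gene and edgeR on rounded TPM left no difference from the paper's log2 fold changes for a group of genes of its tables. They were at 1 dpa aldh1a2 2.61 (the paper's 2.1), cxcl12b 1.45 (the paper's 1.14), cxcr4b 1.75 (the paper's 1.48), csrp1a 2.55 (the paper's 2.19) and npr3 −1.01 (the paper's −1.52), and at 3 dpa hmga1a 1.80 (the paper's 1.37), cebpb 2.84 (the paper's 2.22), fos 3.10 (the paper's 2.19), aldh1a2 2.89 (the paper's 2.34), cxcr4b 3.14 (the paper's 2.83), fn1b 2.74 (the paper's 2.3), tcf21 2.43 (the paper's 2.11) and csrp1a 2.28 (the paper's 1.89). The same 3 settings did so for the fold by which junba was higher, 8.35 (the paper's 4.72) at 1 dpa and 8.33 (the paper's 4.56) at 3 dpa. Centring and edgeR on rounded TPM, and not quantile normalization, did so for the log2 fold changes of myl7, −0.84 (the paper's −1.22) and −0.95 (the paper's −1.38) at 1 and 3 dpa, and of rap1b, 1.10 (the paper's 0.684) and 1.05 (the paper's 0.589). For npr3 at 3 dpa, −2.27 (the paper's −3.06), only edgeR on rounded TPM did. The fold by which slc34a2b was lower, 2.104 (the paper's 3.29) at 1 dpa and 1.73 (the paper's 2.65) at 3 dpa, did not differ under both other pseudocounts, quantile normalization, centring and edgeR on rounded TPM.

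Folds of genes with few transcripts at 0 dpa moved with the pseudocount. At 3 dpa they were for il13 3.78 (the paper's 11.14), bub1 4.84 (the paper's 16.99) and cenph 5.10 (the paper's 16.81), not different only under a pseudocount of 0.1, for casc5 3.21 (the paper's 13.18), not different under a pseudocount of 0.1 and edgeR on rounded TPM, for spc25 7.68 (the paper's 16.49), not different under both other pseudocounts, and for cenpe 4.82 (the paper's 8.44), not different under both other pseudocounts and edgeR on rounded TPM. A minimum of 5 TPM gave no value for il13, bub1, cenph, casc5 and cenpe.

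Some genes and directions that the paper states were not met by the fits here. The paper lists slc11a2, with epor, clpxa and zgc:101846, as lower at all later stages: slc11a2 was not called at 1 dpa (−0.43, limma, Benjamini-Hochberg adjusted p = 0.0954) and was called there after quantile normalization, centring and edgeR on rounded TPM. It describes tagln as lower at 21 and 30 dpa: at 30 dpa it was not called (−0.44, limma, Benjamini-Hochberg adjusted p = 0.0665), and was under the same 3 settings. It gives hmcn1 as moving against its neighbouring lncRNA at 1 and 3 dpa: at 3 dpa hmcn1 was not called (−0.18, limma, Benjamini-Hochberg adjusted p = 0.432), and was lower after quantile normalization and centring, while the lncRNA gene si:ch211-169j21.5 was higher at both, by 1.79 and 1.86. It gives dusp6 as lower at early stages: dusp6 was called at neither 1 nor 3 dpa (−0.04 and 0.27, limma, Benjamini-Hochberg adjusted p = 0.864 and 0.188), and was lower at 1 dpa after quantile normalization, centring and edgeR on rounded TPM. It gives cav3 as unchanged: cav3 was higher at 3 dpa (0.71, limma, Benjamini-Hochberg adjusted p = 0.00014), and also at 7, 14, 21 and 30 dpa (0.42, 0.75, 0.42 and 0.46, limma, Benjamini-Hochberg adjusted p = 0.0179, 0.000331, 0.0240 and 0.0109). After centring and with edgeR on rounded TPM it was called at none of these but 14 dpa (0.68 after centring, limma, Benjamini-Hochberg adjusted p = 0.000735), where every alternative called it, and quantile normalization lost the call at 7 dpa and a fit of only the groups compared that at 21 dpa.

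The paper sets the lncRNA si:ch211-108p6.6 against zgc:198241: zgc:198241 was higher at 1 and 3 dpa and the lncRNA was called at neither (−1.64 and 0.54, limma, Benjamini-Hochberg adjusted p = 0.0515 and 0.526), and was called lower at 1 dpa under a minimum of 5 TPM, quantile normalization, centring, a replicate block and a fit of only the groups compared. It gives si:dkey-61o18.2 as lower: this held at 1 dpa (−1.52, limma, Benjamini-Hochberg adjusted p = 0.000253), and at 3 dpa (−0.26, limma, Benjamini-Hochberg adjusted p = 0.467) only after quantile normalization and centring. It gives postnb as higher: this held at 3 dpa (3.78) and not at 1 dpa (−0.46, limma, Benjamini-Hochberg adjusted p = 0.158), where quantile normalization and centring called it lower. It states that tcf21 and tbx18, with fn1a, fn1b and wt1b, were highly upregulated by 1 and 3 dpa: at 3 dpa tcf21 and tbx18 were higher by 2.43 and 2.201, and at 1 dpa by 0.61 and 0.67, calls lost after quantile normalization, centring and edgeR on rounded TPM and, for tcf21, with no filter.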

Other observations

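The test of liver genes for Mir-122_5p was chosen only after the result was seen, and so was the use of all members of a gene list in the comparison of libraries of the same stage and number.

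Genes of protein folding in the endoplasmic reticulum were high at 14 dpa, and fewer of them at 21 dpa. Of 25 genes of the unfolded protein response, 17 were higher and none lower at 14 dpa (19 and 1 when adjusted over the list alone, 18 and 1 after centring on the median gene, camera in limma, Benjamini-Hochberg adjusted p = 3.45e-06, and adjusted p = 0.567 with an estimated correlation). The chaperone gene hsp90b1 stood at 67.0 ± 16.8 TPM at 14 dpa and 14.0 ± 3.79 TPM at 0 dpa (SD, n = 3, log2 fold change 2.19, limma, Benjamini-Hochberg adjusted p = 1.01e-05), and the calreticulin gene calrl rose by 1.71 at 7 dpa, 2.30 at 14 dpa, 1.36 at 21 dpa and 1.90 at 30 dpa. At 21 dpa the list had 7 higher and none lower (6 and 3 after centring), led by the stress factor gene DDIT3, at 64.7 ± 9.10 TPM from 21.8 ± 0.996 TPM (SD, n = 3), and in the direct test DDIT3 and trib3 were higher at 21 dpa than in the mean of 14 and 30 dpa, by 0.70 and 0.82, while hsp90b1 and pdia3 were lower, with log2 fold changes of −1.16 and −0.77 (limma, Benjamini-Hochberg adjusted p = 0.00264, 0.00296, 0.00388 and 0.00542). Of 22 heat shock genes, 15 were higher and 1 lower at 14 dpa (15 and 1 when adjusted over the list alone, 15 and 1 after centring on the median gene, camera in limma, Benjamini-Hochberg adjusted p = 3.66e-05, and adjusted p = 0.542 with an estimated correlation). Of 22 interferon response genes, 12 were higher and none lower at 30 dpa (12 and none when adjusted over the list alone, 9 and 2 after centring on the median gene, camera in limma, Benjamini-Hochberg adjusted p = 0.0263, and adjusted p = 0.770 with an estimated correlation), and 12 were higher at 1 dpa (7 after centring). b2m, the light chain of MHC class I, rose from 618 ± 38.4 to 1306 ± 205 TPM, and the peptide transporter genes tap2a and TAP1 from 1.35 ± 0.278 to 9.02 ± 4.25 TPM and from 2.2 ± 0.0954 to 10.1 ± 3.33 TPM (SD, n = 3, log2 fold changes 1.07, 1.99 and 1.74, limma, Benjamini-Hochberg adjusted p = 1.95e-05, 0.000113 and 0.00027). In the direct test none of these genes was higher and 4 were lower at 21 dpa than in the mean of 14 and 30 dpa (7 after centring). Genes of fast skeletal muscle were higher at 30 dpa in 6 of 14 and lower in 1 (2 and 1 after centring), among them the parvalbumin genes pvalb2 and pvalb1 at 4.68 ± 1.36 and 4.66 ± 1.81 TPM (SD, n = 3).

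Genes of the circadian clock moved far. Of 30 circadian clock genes, 6 were higher and 20 lower at 3 dpa (6 and 20 when adjusted over the list alone, 3 and 22 after centring on the median gene, camera in limma, Benjamini-Hochberg adjusted p = 8.64e-13, and adjusted p = 0.303 with an estimated correlation), and at 30 dpa 7 were higher and 20 lower (5 and 20 after centring). The period gene per3 went from 43.2 ± 4.89 TPM at 0 dpa to 3.57 ± 0.627 TPM at 3 dpa and 7.75 ± 3.90 TPM at 14 dpa, with log2 fold changes of −3.28 and −2.44 (limma, Benjamini-Hochberg adjusted p = 2.24e-08 and 4.97e-06), and nr1d1, which encodes a repressor of the clock, from 25.1 ± 2.08 to 2.55 ± 0.387 TPM at 3 dpa (SD, n = 3). nfil3-5 had the smallest adjusted p of the list at 30 dpa, at 50.8 ± 6.45 TPM from 2.46 ± 0.359 TPM (SD, n = 3, log2 fold change 3.90, limma, Benjamini-Hochberg adjusted p = 9.51e-10), and stood at 1.33 TPM at 21 dpa. At 7 dpa 4 were higher and 7 lower (3 and 14 after centring). Plasma protein genes that the liver is known for also changed. Of 9 liver genes, 5 were higher and 1 lower at 3 dpa (5 and 1 when adjusted over the list alone, 4 and 2 after centring on the median gene, camera in limma, Benjamini-Hochberg adjusted p = 0.860, and adjusted p = 0.932 with an estimated correlation). The haptoglobin gene hp rose from 5.16 ± 2.36 to 80.0 ± 21.3 TPM and the transferrin gene tfa from 19.8 ± 9.17 to 199.7 ± 115 TPM at 3 dpa, while the retinol-binding protein gene rbp4 fell from 413 ± 70.5 to 87.0 ± 25.8 TPM at 1 dpa (SD, n = 3, log2 fold changes 3.77, 3.22 and −2.26, limma, Benjamini-Hochberg adjusted p = 4.09e-06, 0.000679 and 3.89e-07). Of the list of 2 erythroid miRNA arms, the passenger arm Mir-144-P1_3p* was higher at 1 dpa (2.30, edgeR's quasi-likelihood test, Benjamini-Hochberg adjusted p = 0.0406), and neither passed at a later stage. The list of liver miRNAs holds Mir-122_5p alone, which was lower at 1, 3, 7 and 21 dpa (log2 fold change −2.57 at 7 dpa, edgeR's quasi-likelihood test, Benjamini-Hochberg adjusted p = 0.0140), and the log2 fold changes at 1 and 3 dpa turned to 0.056 and 0.11 without 0 dpa replicate 2, and that at 7 dpa was −0.69 (edgeR's quasi-likelihood test, Benjamini-Hochberg adjusted p = 0.436).

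Liver RNA in replicate 2 of 0 dpa was tested as a hypothesis for its high Mir-122_5p. In the mRNA library of the same stage and number the liver genes fabp10a and apoa2 stood at 31.3 and 28.7 TPM, against 0.48 and 1.60 TPM and 0 and 0 TPM in the other libraries of 0 dpa. Over the 21 pairs the deviations of Mir-122_5p from the stage means went with those of 29 liver genes with r = 0.672 (permutation p = 0.252), but Spearman's rho was 0.199 (permutation p = 0.519), r was 0.00893 without the 2 farthest pairs, and with the 9 genes that passed the filter r was 0.0757 (permutation p = 0.890), so the relation rests on these pairs. Liver RNA in this pool may account for the calls of Mir-122_5p and stays open, since a single pool carries it.

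The other relations between libraries of the same stage and number were tested in the same way, 6 in all. Erythroid miRNAs went with 25 genes of haemoglobin and haem synthesis with r = 0.814 (permutation p = 0.00299, Benjamini-Hochberg adjusted p = 0.0179, Spearman's rho 0.768 with permutation p = 0.00338, r = 0.717 without the 2 farthest pairs). Leukocyte miRNAs went with 45 macrophage and phagocyte genes with r = 0.775 (permutation p = 0.0147, Benjamini-Hochberg adjusted p = 0.0440, Spearman's rho 0.704 with permutation p = 0.00775, r = 0.568 without the 2 farthest pairs). Muscle miRNAs went against sarcomere genes with r = −0.565 and endothelial miRNAs against endothelial genes with r = −0.304, and neither passed (permutation p = 0.0900 and 0.256, Benjamini-Hochberg adjusted p = 0.149 and 0.256, Spearman's rho −0.445 and −0.265 with permutation p = 0.105 and 0.323, r = −0.380 and −0.159 without the 2 farthest pairs). The paper does not say that libraries of the same number come from the same pool.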
